# Sorghum root epigenetic landscape during limiting phosphorus conditions

**DOI:** 10.1002/pld3.393

**Published:** 2022-05-14

**Authors:** Nicholas Gladman, Barbara Hufnagel, Michael Regulski, Zhigang Liu, Xiaofei Wang, Kapeel Chougule, Leon Kochian, Jurandir Magalhães, Doreen Ware

**Keywords:** chromatin modification, DNA methylation, histone marks, histone methylation, phosphorus efficiency, phosphorus responsive genes, RNA seq, root system architecture; root system remodeling; phosphorous deficiency

## Abstract

Efficient acquisition and use of available phosphorus from the soil is crucial for plant growth, development, and yield. With an ever‐increasing acreage of croplands with suboptimal available soil phosphorus, genetic improvement of sorghum germplasm for enhanced phosphorus acquisition from soil is crucial to increasing agricultural output and reducing inputs, while confronted with a growing world population and uncertain climate. *Sorghum bicolor* is a globally important commodity for food, fodder, and forage. Known for robust tolerance to heat, drought, and other abiotic stresses, its capacity for optimal phosphorus use efficiency (PUE) is still being investigated for optimized root system architectures (RSA). Whilst a few RSA‐influencing genes have been identified in sorghum and other grasses, the epigenetic impact on expression and tissue‐specific activation of candidate PUE genes remains elusive. Here, we present transcriptomic, epigenetic, and regulatory network profiling of RSA modulation in the BTx623 sorghum background in response to limiting phosphorus (LP) conditions. We show that during LP, sorghum RSA is remodeled to increase root length and surface area, likely enhancing its ability to acquire P. Global DNA 5‐methylcytosine and H3K4 and H3K27 trimethylation levels decrease in response to LP, while H3K4me3 peaks and DNA hypomethylated regions contain recognition motifs of numerous developmental and nutrient responsive transcription factors that display disparate expression patterns between different root tissues (primary root apex, elongation zone, and lateral root apex).

## 1 INTRODUCTION

Sorghum [*Sorghum bicolor* (*L.) Moench*] was domesticated in northern Africa ~6000 years ago (de Wet & Huckabay, 1967; Dillon et al., 2007). A C_4_ grass crop with notable tolerance to drought, heat, and high‐salt conditions, sorghum is a top‐10 global crop in terms of acreage use. It also serves as a useful model for crop research due to its completely sequenced compact genome (~730 Mb) (Cooper et al., 2019; McCormick et al., 2018; Paterson et al., 2009) and similarity to crops with larger genomes where repetitive sequences are more prevalent, such as in maize.

Adequate supply of phosphorus (P), which, as one of the most three most widely used crop fertilizers (N, P, and K), is limited by finite P reserves worldwide (Cordell & White, 2013), limits many cropping systems throughout the world (Calderón‐Vázquez et al., 2009). Over 30% of the global cropland are phosphorus deficient (MacDonald et al., 2011), due mainly to P fixation, which is the tendency of phosphate anions to be tightly bound to the surface of soil clay minerals (López‐Arredondo et al., 2014). This has been exacerbated because high quality rock phosphate reserves are localized to and extracted from a small number of countries (Cordell et al., 2009). While steady advances in yield have been made across multiple crop species (http://www.fao.org/faostat/en/#data), more will have to be done on the germplasm side to increase overall cropping system PUE.

In recent years, genetic variation in root system architecture (RSA) has been recognized to play an important role in the efficient acquisition of mineral nutrients from the soil, especially with regard to root phosphorus acquisition (Bellini et al., 2014; Lynch, 2011). Sorghum adaptation to low‐P conditions in the soil is largely governed by P acquisition efficiency with higher root surface area and reduced root diameter acting in concert to enhance P uptake and grain yield (Bernardino et al., 2019; Hufnagel et al., 2014). In fact, a generalized response to low soil phosphorus (LP) involve alterations in root architecture such as those leading to longer and thinner lateral roots, more shallow lateral root angles, and increased root hair production, which all can act to enhance the plant's ability to mine this diffusion‐limited nutrient from the soil (López‐Bucio et al., 2002; Péret et al., 2014; Schulze et al., 2006). While there is both intra‐ and inter‐species variation in RSA that are associated with P efficiency (defined in this study as improved crop yield on low P soils) (Bayuelo‐Jiménez et al., 2011; Miller et al., 2003), most grasses can show similar structural responses to LP. The molecular mechanisms underlying morphological changes in the root system likely involve a number of signaling cascades (Barros et al., 2020; Hu et al., 2011; Hufnagel et al., 2014; Park et al., 2014; Thibaud et al., 2010) that can be under epigenetic control (Yong‐Villalobos et al., 2015) as well as numerous transcription factors (Devaiah et al., 2007; Zhou et al., 2008). Aside from hormone responses in auxin, cytokinin, ethylene, and jasmonic acid pathways (Khan et al., 2016; Li et al., 2012; López‐Bucio et al., 2002; Nguyen et al., 2013; Thibaud et al., 2010), there are also notable changes in the epigenetic landscape of the genome that influences transcription factor binding and subsequent *cis*‐regulation of gene expression (Chen et al., 2018; Dai et al., 2012; Deng et al., 2016; Nguyen et al., 2013; Smith et al., 2010).

Genetic variation leads to sorghum adaptation to abiotic stress conditions (Doumbia et al., 1993, 1998; Hufnagel et al., 2014; Leiser et al., 2014), and there has been recent progress with evincing the genetic components underlying sorghum adaption to soils with low P availability (Bernardino et al., 2019; Hufnagel et al., 2014; Leiser et al., 2014). Specifically, after the identification of the important serine/threonine receptor kinase PSTOL1 in rice (Gamuyao et al., 2012), sorghum PSTOL1 homologs were identified and shown to enhance P acquisition and grain yield under low‐P conditions (Hufnagel et al., 2014).

However, much of the epigenetic contribution to nutrient response regulatory networks remains nebulous. Some advancements have been made into regulatory network construction incorporating transcriptomic and regulatory epigenetic regions, such as enhancers, in the related crops of rice and maize (Deng et al., 2016; Shi et al., 2014; West et al., 2014; Zhou et al., 2020), along with investigations of other genes that play roles in plant response to a low phosphorus environment which possibly could be involved in P efficiency (Li et al., 2012; Mora‐Macías et al., 2017).

## 2 RESULTS

### 2.1 Sorghum root system responses to low vs sufficient phosphorus supply

Figure 1 shows representative root images of BTx623 plants grown in our 2D root imaging system. As described in detail in the Materials and Methods, these individual growth systems contain the roots in acrylic chambers, which allow for unrestricted growth of the root systems while maintaining their 2‐dimensional RSA and allow for high resolution imaging and analysis of the individual root systems at high throughput. The plants depicted in Figure 1 are representative of the growth response for five replicates grown under sufficient P (SP; 200‐μM phosphate) or low P (LP; 2.5‐μM phosphate), which were imaged at 7, 10, and 14 days after transfer to the SP and LP nutrient solution. Several results are highlighted here: (1) Although seedlings of some sorghum cultivars can produce several seminal roots from the sorghum embryo, for the root systems on all five replicate BTx623 plants, only one seminal root was produced, as is shown for one of the five replicate plants in Figure 1,and all of the lateral roots emerge from that seminal root. (2) In response to growth on LP nutrient solution, a significant enhancement in lateral root growth is observed.

**FIGURE 1:**
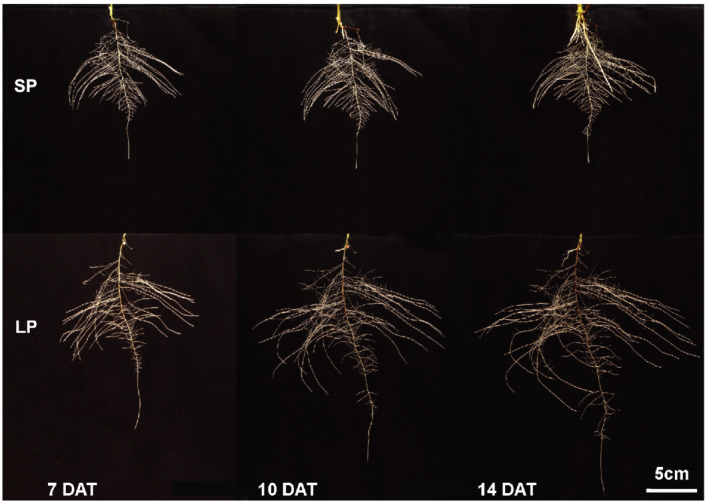
Sorghum root system architecture (RSA) under sufficient (SP) and limiting phosphorus (LP). BTx623 seedlings were germinated for 4 days then transferred to hydroponic solutions containing either SP (200 μM) or LP (2.5 μM) nutrient media and grown for an additional 7, 10, or 14 days. Compared with SP conditions, LP stimulates more lateralization of the RSA in addition to deeper root growth through elongation of the apex and intermediate root zones

The root trait data for BTx623 root systems grown on SP and LP nutrient solution for 7, 10, and 14 DAT are presented in Table 1. It is clear that LP conditions trigger a general increase in both root surface and volume, favoring proliferation of finer roots. The most dramatic low P‐induced responses were increases in total root length and root volume (an approximation of root biomass) which is dominated by increases in lateral root growth. A statistically significant decrease in root diameter is also seen by 10 and 14 DAT of growth in LP vs. SP conditions, consistent with the tendency observed at 7 DAT. All of these trait changes are consistent with known alterations in the root system triggered by low P conditions to more effectively explore a greater soil volume and thus more effectively acquire phosphate anions from soils with low P availability.

**TABLE 1:** Root system growth and architecture traits quantified for BTx623 grown in nutrient media for 7, 10, and 14 days after transplanting (DAT) under sufficient phosphorus (SP: 200 μM) and low phosphorus (LP: 2.5 μM) conditions

Trait	Average root diameter (cm)	Primary root length (cm)	Root system width (cm)^a^	Convex hull area (cm^2^)^b^	Root system surface area (cm^2^)	Total root system length (cm)	Total root system volume (cm^3^)
**7 DAT**							
SP	.033 ± .0004	13.3 ± .4*	11.1 ± .5	94 ± 4*	33 ± 2	324 ± 16	0.31 ± 0.01
LP	.032 ± .0004	16.4 ± 1.1	12.2 ± 1.0	129 ± 12	37 ± 3	361 ± 25	0.33 ± 0.02
**10 DAT**							
SP	.033 ± .0005*	13.6 ± .5*	1.4 ± 0.3*	96 ± 4*	37 ± 2*	361 ± 21*	0.36 ± 0.02
LP	.032 ± .0001	19.1 ± 1.2	14.9 ± 1.4	188 ± 22	58 ± 7	581 ± 68	0.51 ± 0.06
**14 DAT**							
SP	.036 ± .0012*	13.7 ± .4*	1.5 ± .5*	96 ± 4*	43 ± 4*	386 ± 26*	0.48 ± 0.07
LP	.031 ± .0004	22.7 ± 1.5	18.8 ± 1.5	283 ± 31	87 ± 13	906 ± 135	0.74 ± 0.11

*Note*: Data shown are the means ± SE for 5 replicates. Asterisk indicates the significance of differences (*P* < .05) between the P treatments, as determined by Students *t*‐test.

^a^ Root system width is the maximum width of the entire root system.

^b^ Convex hull area is the area of the smallest convex polygon that encloses all of the set of points that define a specific 2D root system image.

### 2.2 Root system transcriptional responses to low phosphorus

To understand the molecular response to LP, a transcriptomic analysis that was performed on the seminal primary root apex (first 2 cm), the seminal primary root elongation zone (2–4 cm from root tip), and the root apices of the lateral roots (first 2 cm) reveals that the low P induction of sorghum homologs of phosphorus starvation induced (PSI) genes was greatest in the lateral root apices (Figure 2a). 

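Roots of BTx623 seedlings grown with sufficient phosphorus (SP, 45 μM phosphate) or limiting phosphorus (LP, 2.5 μM) were collected at day 10, and poly-A RNA of the root apex, the elongation zone and the lateral root apex was sequenced. The sample labels give 2 libraries for each phosphorus level of the root apex and of the elongation zone, and 1 library for each level of the lateral root apex, where the methods state 2 biological replicates. The title of root apex LP replicate 2 names the root apex and its tissue label names the whole root, and it was kept as root apex. The closing section gives scores that bear on this label. The authors trimmed the reads and estimated counts per transcript with kallisto, and the deposited estimated counts cover 47110 transcript IDs per library. Total estimated counts ranged from 10114584 in root apex LP replicate 1 to 19067049 in elongation zone SP replicate 2, with 16536881 in the lateral SP library and 16620812 in the lateral LP library. The counts were rounded to whole numbers and tested per transcript, because Data S1 and the readable part of Data S2 pair 775 IDs (1.65%) with a gene (1999 rows of Data S2 were read and 393 were left out of the copy at hand). The quasi-likelihood test of edgeR with TMM normalization was fitted to all 10 libraries as 6 groups with 4 residual degrees of freedom, and the 33039 transcripts (70.1%) that passed edgeR's expression filter were tested, with LP relative to SP as the direction. The 2 lateral libraries have no replicate, so their p-values assume that each varies like the replicates of the other regions, and their fold changes have no replicate check. Across transcripts, log2 CPM of the replicates correlated at r = 0.95 in the SP root apex, 0.921 in the LP root apex, 0.939 in the SP elongation zone and 0.817 in the LP elongation zone. The lateral SP library and elongation zone LP replicate 2 detected 27753 and 27578 transcripts, against 31076 to 36028 in the other libraries. Transcripts at 0 counts in 1 library and at 1 CPM or more in each of the other 9 numbered 384 for the lateral SP library and 190 for elongation zone LP replicate 2, against 3 to 35 for the other libraries. In the lateral SP library 16.1% of the counts fell on its 20 most abundant transcripts, against 6.38% to 11.2% in the other 9 libraries. Fragment length was estimated per library as the median over transcripts of length minus effective length. It was 166.7 to 168.8 bases in elongation zone replicate 2 of both phosphorus levels and both lateral libraries, against 185.4 to 189.8 in the other 6 libraries.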

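The core PSI list holds 20 genes of galactolipid and sulfolipid synthesis, phospholipase D zeta, SPX proteins, sugar phosphate transporters, phosphatases, a phosphate transporter, inositol kinases and an inorganic pyrophosphatase. It was taken from Data S1 and Data S2 before the counts were examined, although the fold changes in Data S1 had been seen. Of its 22 tested transcripts, 8 rose under LP in the elongation zone, 8 rose in the lateral root apex and 1 rose in the root apex (adjusted p under 0.05 from edgeR's quasi-likelihood test). With only the 4 libraries of a region none was called in the root apex or elongation zone, and with a replicate block none in the root apex. Leaving out transcripts at 0 counts in 1 library, a choice made after seeing the data, took the lateral calls to 4. Adjusted over the list alone, 14 rose in the elongation zone, 11 in the lateral root apex and 4 in the root apex, which is not independent evidence, since Data S1 was chosen by the study on these samples. None fell in any region, by edgeR at an unadjusted p under 0.05 or by DESeq2. On simulated counts of transcripts at a mean of at least 5 CPM, edgeR recovered 23% of changes of 4 on the log2 scale in the lateral root apex, against 74% in the elongation zone. Counts of calls in these 2 regions are therefore not at like power. The median log2 fold change of the list was 0.52 in the root apex, 2.44 in the elongation zone and 3.43 in the lateral root apex (3.4 with the 5 transcripts at 0 counts in the lateral SP library set at the bound that a floor of 3 counts allows). The largest rise of a transcript lay in the lateral root apex for 14 of the 22 and in the elongation zone for 8, or for 12 and 9 with these bounds. As a set, the core PSI transcripts rose relative to all others in the root apex (camera, adjusted p = 0.000142 with the preset correlation), the elongation zone (adjusted p = 3.22e-08) and the lateral root apex (adjusted p = 1.23e-06). Their response was stronger in the lateral root apex than in the root apex (adjusted p = 9.62e-05) and in the elongation zone than in the root apex (adjusted p = 7.74e-06), while the lateral root apex and the elongation zone were not told apart (adjusted p = 0.795). These 5 calls of the 6 tests held with an estimated correlation of 0.0489, at adjusted p = 0.0468 to 0.0492, but they are not independent evidence either, since part of the list comes from Data S1. Without either SP library of the elongation zone no core transcript was called in any region, without either root apex SP library 3 were called in the elongation zone, 1 in the lateral root apex and none in the root apex, and without either root apex LP library 6 were called in each of these 2 regions and none in the root apex. From gene up-regulation that it places mainly in the lateral root region, the paper proposes that the remodeling of the transcriptome is focused in the lateral root apices.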

Based on a gene ontology (GO) analysis within the lateral root apex, genes that displayed an expression change of twofold or greater in low phosphorus‐grown plants were associated with a number of processes, including different P‐related metabolic and signaling pathways, protein phosphorylation, plant response to changes in mineral nutrient availability, lipid modification, and metabolism (Table 2). Other general P‐responsive changes in gene expression in the three root regions studied included increased decreased expression of genes involved in metabolic processes, as well as post‐transcriptional and translational regulation within the seminal root apex. Also observed was increased expression of genes involved with synthesis of terpenoids and isoprenoids and repression of genes involved in RNA processing and modification, translation and regulation of gene expression in the seminal root subapical region (root elongation zone).

**FIGURE 2:**
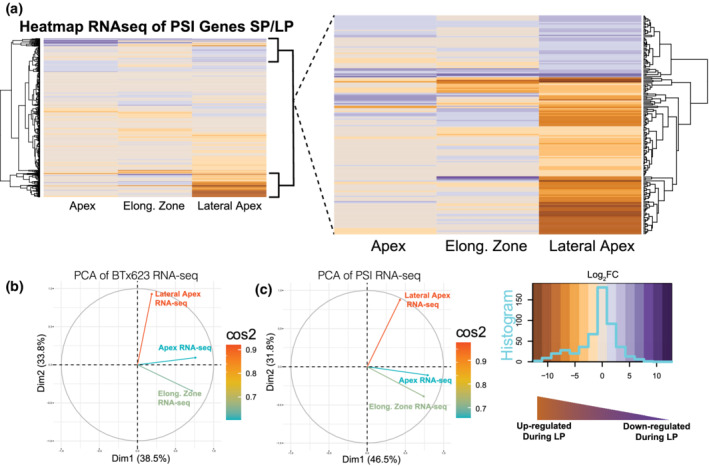
(a) Heatmap of all sorghum PSI gene orthologs with their root tissue RNA‐seq profiles (smaller inset) and an expanded selection of highly differentially expressed PSI genes that shows that most of these genes are concentrated in the lateral root apex. The heatmap legend (lower left of panel) displays the frequency distribution (histogram ‐ cyan trace) of expression of individual genes across the entire range of log_2_ fold change expression values. See Data S1 for topmost up‐ and down‐regulated PSI genes. (b) PCA analysis of gene expression data with eigenvectors for different root regions, and (c) PCA analysis showing contribution of all PSI genes; importance of contribution is displayed as cos2

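The readable part of Data S2 names 696 sorghum transcripts with an Arabidopsis PSI match, of which 559 were tested, and most of them did not pass the test in any region. Under LP, 11 rose and 2 fell in the elongation zone, 10 rose and 2 fell in the lateral root apex, and 1 rose and 2 fell in the root apex (adjusted p under 0.05 from edgeR's quasi-likelihood test). Adjusted over the list alone, 25 rose and 8 fell in the elongation zone, 11 rose and 2 fell in the lateral root apex, and 3 rose and 7 fell in the root apex. The median log2 fold change was −0.06 in the root apex, −0.06 in the elongation zone and 0.04 in the lateral root apex, or −0.04, −0.06 and 0 with transcripts at 0 counts set at their bounds. The largest rise lay in the lateral root apex for 253 transcripts, in the elongation zone for 176 and in the root apex for 130, or for 231, 194 and 134 with bounds. Of the 559, 72 were at 0 counts in the lateral SP library. Fitted rises of at least 2-fold in the lateral root apex numbered 161 of the 559 and 10178 of all 33039 tested transcripts. The list thus did not exceed all transcripts there, and no tally of largest rises is given for all of them. Outside the core list, SORBI_3004G284700 (EES05741, Arabidopsis match AT4G00910) fell in the root apex (log2 fold change −3.82, standard error 0.428, adjusted p = 0.0358) and rose in the elongation zone (4.30, standard error 0.339, adjusted p = 0.0144), and its response differed between these regions (adjusted p = 0.0413). SORBI_3003G422000 (EES04197, match AT3G57240) rose in the elongation zone by 4.47 on the log2 scale (standard error 0.516, adjusted p = 0.0285), and SORBI_3005G209500 (EES08951, match AT2G17780) fell there (log2 fold change −2.35, standard error 0.299, adjusted p = 0.0354), both chosen after their values were seen. With a replicate block in the edgeR fit the root apex fall of EES05741 (adjusted p = 0.0591), its difference between regions (adjusted p = 0.0613), EES04197 (adjusted p = 0.0536) and EES08951 (adjusted p = 0.0536) were not called, and with fragment length as a block, chosen after seeing the data, the root apex fall (adjusted p = 0.0602), the difference (adjusted p = 0.0534) and EES08951 (adjusted p = 0.0509) were not. The difference was not called either when the root apex and elongation zone libraries of 1 number were taken as 1 plant pool (adjusted p = 0.0964), since the methods cut both segments from the same seminal roots. DESeq2 called 41 higher and 20 lower in the elongation zone, 53 and 36 in the lateral root apex, and 13 and 25 in the root apex. With edgeR no transcript of the list was called in any region without either elongation zone SP library, and the calls in the root apex, elongation zone and lateral root numbered 0, 3 and 1 without either root apex SP library, 0, 7 and 6 without either root apex LP library, 7, 108 and 60 without elongation zone LP replicate 1 and 7, 11 and 55 without its replicate 2. None of the calls of the 3 named genes held without an SP library of the root apex or elongation zone (adjusted p = 0.0548 to 0.319), the elongation zone rise of EES05741 was the only such call that held without a root apex LP library, and EES08951 was not called without elongation zone LP replicate 2 (adjusted p = 0.0763). With part of Data S2 left out of the copy, and with p-values of the lone lateral libraries resting on the replicates of the other regions, these counts describe the readable part only.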

**TABLE 2:** Gene ontology enrichment of up‐regulated genes with 2‐fold expression or higher during LP conditions

Enriched GO terms in seminal root apex in response to LP			
GO biological process complete	Fold enrichment	Raw *P* value	FDR
Posttranscriptional regulation of gene expression (GO:0010608)	0.38	8.85E−06	6.19E−03
Positive regulation of protein metabolic process (GO:0051247)	0.38	8.70E−05	4.73E−02
Positive regulation of cellular protein metabolic process (GO:0032270)	0.36	6.78E−05	4.15E−02
Regulation of translation (GO:0006417)	0.23	7.03E−08	5.74E−05
Regulation of cellular amide metabolic process (GO:0034248)	0.23	4.99E−08	4.89E−05
Positive regulation of translation (GO:0045727)	0.04	1.54E−09	2.51E−06
Positive regulation of cellular amide metabolic process (GO:0034250)	0.04	1.54E−09	1.89E−06
Positive regulation of cytoplasmic translation (GO:2000767)	<0.01	1.04E−09	5.09E−06
Regulation of cytoplasmic translation (GO:2000765)	<0.01	1.04E−09	2.54E−06

Enriched GO terms in seminal subapical root region in response to LP			
GO biological process complete	Fold enrichment	Raw *P* value	FDR
Terpenoid biosynthetic process (GO:0016114)	2.04	3.23E−04	2.08E−02
Terpenoid metabolic process (GO:0006721)	1.9	5.83E−04	3.52E−02
Isoprenoid biosynthetic process (GO:0008299)	1.86	4.07E−04	2.55E−02
Isoprenoid metabolic process (GO:0006720)	1.78	2.79E−04	1.87E−02
Lipid metabolic process (GO:0006629)	1.3	3.17E−04	2.07E−02
Oxidation–reduction process (GO:0055114)	1.29	1.80E−07	2.52E−05

Enriched GO terms in lateral root apex in response to LP			
GO biological process complete	Fold enrichment	Raw *P* value	FDR
Response to nutrient levels (GO:0031667)	2.06	7.87E−04	4.94E−02
Phosphatidylinositol metabolic process (GO:0046488)	1.92	4.69E−04	3.02E−02
Glycerophospholipid metabolic process (GO:0006650)	1.8	1.56E−04	1.14E−02
Lipid modification (GO:0030258)	1.78	7.56E−04	4.81E−02
Small molecule catabolic process (GO:0044282)	1.71	1.11E−04	8.95E−03
DNA repair (GO:0006281)	1.68	1.00E−06	1.14E−04
Nucleic acid phosphodiester bond hydrolysis (GO:0090305)	1.49	4.57E−04	2.98E−02
Chromosome organization (GO:0051276)	1.45	8.70E−05	7.22E−03
RNA processing (GO:0006396)	1.33	1.23E−04	9.45E−03
Phosphorus metabolic process (GO:0006793)	1.32	3.14E−12	7.68E−10
Protein phosphorylation (GO:0006468)	1.29	2.90E−06	3.09E−04
Aromatic compound biosynthetic process (GO:0019438)	1.29	4.18E−04	2.80E−02
Organic cyclic compound biosynthetic process (GO:1901362)	1.28	3.90E−04	2.73E−02
Cellular nitrogen compound metabolic process (GO:0034641)	1.28	1.47E−11	3.28E−09
Organic substance biosynthetic process (GO:1901576)	1.17	7.94E−05	6.70E−03

*Note*: Fold enrichment = log_2_ gene expression on LP/gene expression on SP. Seminal Root Apex is the first 2 cm of the primary seminal root. Seminal subapical root region is the region located 2–4 cm behind the primary seminal root tip. Lateral root apex is the first 2 cm of the lateral root.

Upon inspecting distinct genes families, several well‐known PSI genes were strongly upregulated in response to low P in the lateral root apices (Data S1 and S2). Many of these PSI transcripts belong to transporters, metabolic, and transcription factor family genes, and for these genes, in general their largest change in expression in response to low P was in the lateral root apex. 

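Genes of membrane lipid remodeling and phosphate signaling were among those that rose in both the elongation zone and the lateral root apex. SORBI_3007G211900 (EES14277, Arabidopsis match AT2G11810), a glycosyl transferase of galactolipid synthesis, rose from 0.400 ± 0.180 to 7.82 ± 0.766 CPM in the root apex (SD, n = 2; log2 fold change 4.28, standard error 0.411, adjusted p = 0.0311 from edgeR) and from 0.279 ± 0.0237 to 41.4 ± 0.874 CPM in the elongation zone (7.18, standard error 0.459, adjusted p = 0.00764). In the lateral root apex it went from 0 to 357 counts, at least 97.9-fold higher with a floor of 3 counts (adjusted p = 0.0116). For the sulfolipid synthesis genes SORBI_3009G123300 (EES18158, match AT4G33030) and SORBI_3009G168600 (KXG22191, match AT3G56040), the elongation zone gave log2 fold changes of 4.47 (standard error 0.403, adjusted p = 0.0153) and 4.03 (0.440, adjusted p = 0.0251), and the lateral root apex 3.41 (0.547, adjusted p = 0.0386) and 3.64 (0.618, adjusted p = 0.0432). The SPX genes SORBI_3004G084900 (EES04719) and SORBI_3010G185200 (EER90017) rose in the elongation zone from 4.44 ± 0.721 to 123.4 ± 0.0548 CPM (SD, n = 2; adjusted p = 0.0139) and from 25.2 ± 0.276 to 414.5 ± 54.7 CPM (adjusted p = 0.0109), and in the lateral root apex from 10.8 to 153.0 CPM (adjusted p = 0.0246) and from 17.2 to 205.6 CPM (adjusted p = 0.0207). The inorganic pyrophosphatase SORBI_3009G016000 (EES18902) rose by 2.43 on the log2 scale in the elongation zone (standard error 0.247, adjusted p = 0.0228) and by 2.81 in the lateral root apex (0.355, adjusted p = 0.0229), and the calcineurin-like phosphoesterase SORBI_3002G004600 (EER97828) by 3.4 (0.379, adjusted p = 0.0251) and 3.67 (0.548, adjusted p = 0.0332). The sugar phosphate transporter SORBI_3007G045500 (EES13381) rose in the elongation zone from 36.4 ± 6.50 to 561.9 ± 109.0 CPM (SD, n = 2; adjusted p = 0.0251) and did not pass the test in the lateral root apex (65.6 to 301.2 CPM, adjusted p = 0.1). The inositol kinase SORBI_3001G447200 (EER92606) was called in the lateral root apex alone. There it went from 0 to 83 counts, at least 22.8-fold higher (adjusted p = 0.0214). Its elongation zone log2 fold change was 1.47 (adjusted p = 0.197). EER92606 had 86 and 59 counts over the SP and LP libraries of the root apex and 172 and 485 over those of the elongation zone. Its lateral rise therefore rests on the 0 of the lateral SP library. A loss of transcripts from that library is not ruled out, and the closing section weighs other explanations for rises from 0. The other match of AT2G11810, SORBI_3004G334000 (EES05968), did not pass the test in any region, with log2 fold changes of −0.46 in the root apex (adjusted p = 0.752), 1.92 in the elongation zone (adjusted p = 0.0570) and −0.28 in the lateral root apex (adjusted p = 0.770). The other inositol kinases, SORBI_3001G278700 (EER91837) and SORBI_3001G106900 (OQU91072), did not pass either, with −0.80 (adjusted p = 0.406) and 0.12 (adjusted p = 1) in the lateral root apex and 0.97 (adjusted p = 0.277) and −0.71 (adjusted p = 0.504) in the elongation zone. The purple acid phosphatase match SORBI_3003G314400 (EES03706, match AT2G16430) did not pass the test, with log2 fold changes of 2.46 in the elongation zone (adjusted p = 0.0926) and 3.44 in the lateral root apex (adjusted p = 0.0694), and neither did the 4 tested phospholipase D zeta transcripts or the phosphate transporter SORBI_3010G133300 (EER88333) in any region. The lateral p-values assume that the lone libraries vary like replicates of the other regions, and no call named here held without either SP library of the elongation zone, while without either root apex SP library 3 of the 8 elongation zone calls and 1 of the 8 lateral calls held, and without either root apex LP library 6 and 6. Each call named here kept its direction under every omission. A library of another region bears on a lateral test through the spread shared by all regions. The root apex rise of EES14277 (adjusted p = 0.0559) and the lateral rises of KXG22191 (adjusted p = 0.0567) and EER97828 (adjusted p = 0.0539) were not called with a replicate block.

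**Figure D1:**
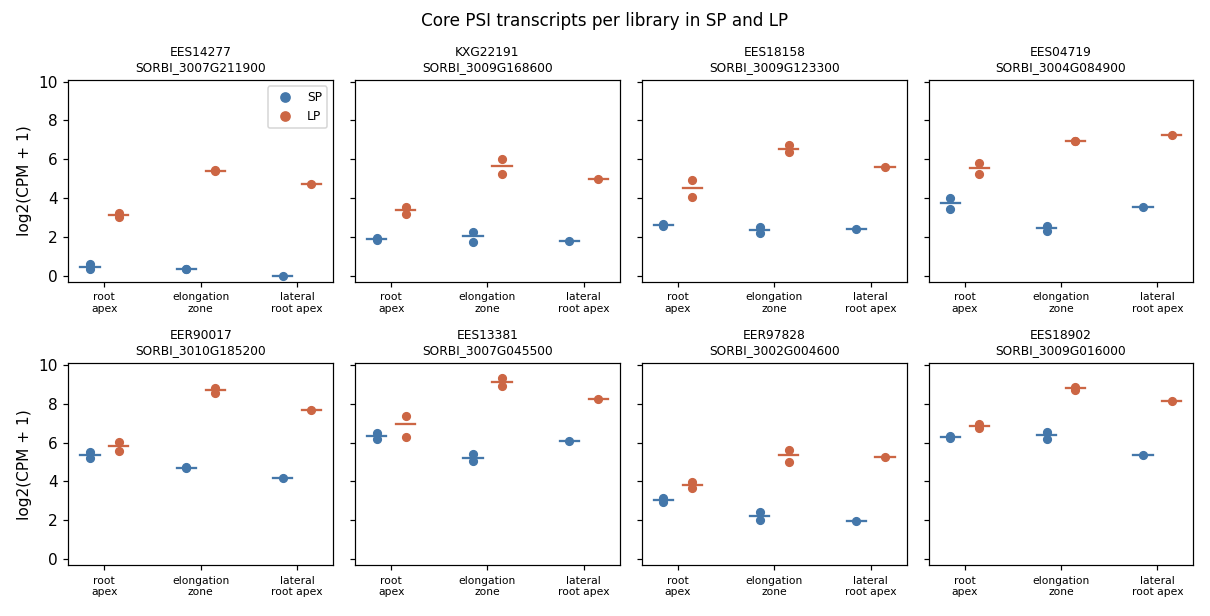
TMM-normalized expression, as log2(CPM + 1), of the 8 core PSI transcripts called in the elongation zone, by root region, with a point for each library (SP blue, LP orange) and a bar at each group mean. In the elongation zone both LP libraries lie above both SP libraries in all 8 panels, and the lateral root apex has 1 library per phosphorus level.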

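The 184 transcripts of Data S1, which the study chose by their changes in these samples, were grouped by their InterPro names into transporters (26), glycosyl transferases or hydrolases (14), cytochrome P450 (5), other metabolic enzymes (45), transcription factors (11), protein kinases (14) and other proteins (69). The largest change of a transcript, up or down, lay in the lateral root apex for 22 of the 26 transporters, 40 of the 45 other metabolic enzymes and 10 of the 11 transcription factors, and for 157 of all 184, or for 16, 36, 8 and 129 with transcripts at 0 counts set at their bounds, tallies that are not independent evidence. Among the other metabolic enzymes, 6 rose and none fell in the lateral root apex and 4 rose in the elongation zone, and among the glycosyl transferases or hydrolases 1 rose in each of the 3 regions and among the cytochrome P450 transcripts 1 fell in the lateral root apex and 1 in the elongation zone, while among the transporters 2 fell in the lateral root apex, 2 fell in the root apex and 1 rose in the elongation zone (adjusted p under 0.05 from edgeR's quasi-likelihood test). The median lateral log2 fold change was 3.31 for the other metabolic enzymes and 0.04 for the transporters, or 2.33 and −0.44 with transcripts at 0 counts set at their bounds, and it was −2.04 for the glycosyl transferases or hydrolases and −2.98 for cytochrome P450, while 17 of the other metabolic enzymes and 10 of the transporters were at 0 counts in the lateral SP library, of which 8 and 4 were also at 0 in elongation zone LP replicate 2. The oligopeptide transporter family gene SORBI_3004G299500 (EES05808) fell from 377.6 ± 72.9 to 3.69 ± 0.418 CPM in the root apex (SD, n = 2; log2 fold change −6.68, standard error 0.505, adjusted p = 0.0277) and from 969.4 to 22.0 CPM in the lateral root apex (−5.46, 0.667, adjusted p = 0.0221), and it did not pass the test in the elongation zone (−0.89, adjusted p = 0.363). SORBI_3004G311000 (EES07591), an EamA domain transporter, fell in the root apex (log2 fold change −4.15, standard error 0.280, adjusted p = 0.0277) and in the lateral root apex (−2.09, 0.353, adjusted p = 0.0431). The cytochrome P450 SORBI_3001G012000 (EER93094) fell in the elongation zone (−3.86, standard error 0.426, adjusted p = 0.0251) and in the lateral root apex (−4.19, 0.609, adjusted p = 0.0310). The aldehyde oxidase/xanthine dehydrogenase gene SORBI_3002G107400 (OQU88862) rose in the lateral root apex from 1.98 to 19.0 CPM (adjusted p = 0.0297) and was not called in the elongation zone (log2 fold change 0.77, adjusted p = 0.290). The genes EES07591, EER93094 and OQU88862 were named after their values were seen. Over the whole of Data S1, 12 rose and 3 fell in the lateral root apex, 8 and 2 in the elongation zone and 1 and 2 in the root apex, or 42 and 21, 10 and 4, and 3 and 4 when adjusted over the list alone, which is not independent evidence, and the lateral median log2 fold change was 2.74, or 1.78 with bounds, 0.82 on log2(CPM + 1) and −2.11 over the transcripts with at least 10 counts in every library. The lateral p-values assume that the lone libraries vary like replicates of the other regions, and none of the calls of named genes held without an SP library of the root apex or elongation zone (adjusted p = 0.0635 to 0.176). Without either root apex LP library the lateral fall of EES05808 held (adjusted p = 0.0441 and 0.0446), OQU88862 held without replicate 1 (adjusted p = 0.0498) and not without replicate 2 (adjusted p = 0.0502), and the others did not, while the elongation zone fall of EER93094 was also not called without elongation zone LP replicate 2 (adjusted p = 0.0681). The lateral changes of EES07591 (adjusted p = 0.0588), EER93094 (adjusted p = 0.0511) and OQU88862 (adjusted p = 0.0504) were not called with a replicate block. Over Data S1 the calls in the root apex, elongation zone and lateral root numbered 0, 0 and 0 without either elongation zone SP library, 0, 3 and 1 without either root apex SP library, 0, 6 and 9 without root apex LP replicate 1, 0, 6 and 8 without its replicate 2, 3, 46 and 60 without elongation zone LP replicate 1 and 3, 10 and 59 without its replicate 2.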

To determine if a particular root region or gene family was responsible for the greatest variation within the transcriptomic data, a principal component analysis (PCA) was performed against the RNA‐seq expression data for all BTx623 genes as well as for specific gene families (families associated with PSI, metabolic pathways, transcription factor families, etc.). No specific gene family was found to be clustered in the PCA, but gene expression in the lateral root apex displayed a noticeable difference in correlation compared with either the root apex or root elongation zone based on their PCA eigenvectors direction and intensity (Figure 2b,c). This indicates a stronger transcriptional correlation between the root apex and subapical regions versus the lateral root regions with regards to low P induced changes in gene expression.

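In a principal component analysis of the log2 fold changes (LP relative to SP) of all 33039 tested transcripts, dimension 1 held 38.5% of the variance, dimension 2 33.8% and dimension 3 27.7%. The response of the root apex correlated with dimension 1 at 0.77, that of the elongation zone at 0.72 and that of the lateral root apex at 0.19. On dimension 2 the lateral root apex stood at 0.94, the elongation zone at −0.35 and the root apex at 0.09. Over the 184 transcripts of Data S1 the lateral root apex lay nearer to the others on dimension 1 (0.67, with 0.79 for the root apex and 0.66 for the elongation zone), and dimension 2 set it (−0.64) against the elongation zone (0.66). Over the 559 tested transcripts of the readable part of Data S2 the values on dimension 1 were 0.75 for the root apex, 0.72 for the elongation zone and 0.64 for the lateral root apex, with 0.76 for the lateral root apex on dimension 2. These correlations are across transcripts, which are not independent replicates, and the lateral vector comes from 1 library per phosphorus level.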

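Across all tested transcripts, the log2 fold changes of the root apex and the elongation zone had a Pearson r of 0.15 (Spearman 0.178), those of the root apex and the lateral root apex 0.0573 (0.101), and those of the elongation zone and the lateral root apex −0.0199 (−0.0273). For the 184 transcripts of Data S1 the root apex was about as close to the lateral root apex (r = 0.304) as to the elongation zone (0.295), and the elongation zone and the lateral root apex gave 0.157. When 1 SP and 1 LP library stood for each region, r ranged from −0.00471 to 0.350 over 16 combinations for the root apex and the elongation zone, from 0.0303 to 0.263 over 4 for the root apex and the lateral root apex, and from −0.113 to 0.152 over 4 for the elongation zone and the lateral root apex, so these ranges overlap. Among pairs of libraries of like fragment length, r was 0.132 to 0.169 for the root apex and the elongation zone and −0.113 for the elongation zone and the lateral root apex, and no such pair exists for the root apex and the lateral root apex. No p-value is given, since transcripts are not independent replicates. Among called transcripts, 42 rose in both the elongation zone and the lateral root apex (2.02 expected for independent calls) and 13 fell in both (0.233 expected), the root apex and the lateral root apex shared 5 rises (0.177 expected) and 13 falls (0.182 expected), and the root apex and the elongation zone shared 6 rises (0.0498 expected) and 7 falls (0.140 expected). The spread of each transcript is estimated jointly over the regions, so these calls are not independent.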

When evaluating subsets of other notable gene families, such as transcription factors and specifically the DNA binding domains of TF families involved in plant stress responses, such as AP2, WRKY, NAC, bZIP and B3, the lateral root apex displays a larger number of genes that also exhibit a greater up‐regulation of P deficiency response genes compared with either the seminal root apex and the seminal root sub‐apical regions. 

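Data S1 holds 11 transcription factor transcripts by InterPro name, of the WRKY, GRAS, Myb, bHLH and NF-YA classes, and AP2, NAC, bZIP and B3 genes could not be listed because the files pair no descriptions with transcript IDs. The log2 fold change was positive for 8 of the 11 in the lateral root apex, 7 in the root apex and 5 in the elongation zone, with medians of 2.44 (2.42 with transcripts at 0 counts set at their bounds), 0.19 and −0.09. The study chose Data S1 by changes in these samples, and 122 of all its 184 transcripts were positive in the lateral root apex. These tallies are therefore not independent evidence. The NF-YA gene SORBI_3001G154500 (KXG37939, Arabidopsis match AT3G05690) was the transcription factor of the list that passed the test, from 0 to 57 counts in the lateral root apex, at least 15.6-fold higher with a floor of 3 counts (adjusted p = 0.0319 from edgeR's quasi-likelihood test), and it did not pass in the root apex (log2 fold change 0.78, adjusted p = 0.752) or the elongation zone (0.45, adjusted p = 0.693). KXG37939 had 20 to 91 counts in the other 9 libraries, and for such a rise from 0 a loss of transcripts from the lateral SP library is not ruled out. The genes of this paragraph were named after their values were seen. The WRKY genes SORBI_3010G209200 (EER90124) and SORBI_3010G209100 (EER88729) had lateral log2 fold changes of 3.67 (standard error 1.09, adjusted p = 0.127) and 2.54 (1.41, adjusted p = 0.358). The listed WRKY transcript KXG35638, of a gene that the paper names, went from 10 to 0 counts in the lateral root apex (adjusted p = 0.295). A Myb gene, SORBI_3001G384300 (KXG39449), went from 4.48 to 23.9 CPM in the lateral root apex (log2 fold change 2.42, adjusted p = 0.0766), and a bHLH gene, SORBI_3001G079300 (EER93400), from 3.10 to 13.7 CPM (2.14, adjusted p = 0.310). Of the GRAS transcripts, SORBI_3001G033200 (KXG37251) gave 2.44 (adjusted p = 0.107) and SORBI_3005G209000 (OQU83978) −2.43 (adjusted p = 0.116), while SORBI_3001G421900 (OQU92828) went from 0 to 17 counts, at least 4.66-fold higher (adjusted p = 0.558). The call of KXG37939 did not hold without any 1 of the root apex libraries or elongation zone SP libraries (adjusted p = 0.0572 to 0.0959) or with a replicate block (adjusted p = 0.0557), and the lateral p-values assume that the lone libraries vary like replicates of the other regions.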

The later regions display either negligible or a greater number of P responsive down‐regulated genes. A GO analysis of these transcription factor gene families that are strongly up‐regulated (twofold expression or greater) in the lateral root regions shows an enrichment of auxin‐activated signaling pathway genes (GO:0009734), whereas the down‐regulated genes in the root apex are enriched for response to chitin (GO:0010200) and abscisic acid (ABA)‐activated signaling pathway (GO:0009738), as well as the auxin‐activated signaling pathway (GO:0009734). 

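The WRKY transcripts of SORBI_3002G202800 (KXG35638 and KXG35639) and SORBI_3002G202700 (EER98905) had lower counts under LP in the root apex, although no change passed the test in any region. EER98905 (Arabidopsis match AT1G80840) went from 15.0 ± 0.336 to 1.77 ± 1.86 CPM in the root apex (SD, n = 2; log2 fold change −3.10, standard error 1.20, adjusted p = 0.473 from edgeR's quasi-likelihood test). In the elongation zone it went from 7.29 ± 4.75 to 0.168 ± 0.237 CPM (−5.28, standard error 1.38, adjusted p = 0.163), and in the lateral root apex from 4.14 to 1.06 CPM (−1.95, 1.66, adjusted p = 0.543). KXG35638 had 52 counts over the SP and 3 over the LP libraries of the root apex, a ratio of normalized values of 0.0762 (95% counting interval 0.0152 to 0.235, adjusted p = 0.633). Its counts went from 21 to 0 in the elongation zone, at least 7.00-fold lower with a floor of 3 counts over the group (adjusted p = 0.261), and from 10 to 0 in the lateral root apex, at least 4.05-fold lower (adjusted p = 0.295). KXG35639 went from 26 to 0 counts in the root apex, at least 6.56-fold lower (adjusted p = 0.515), and from 11 to 0 in the lateral root apex, at least 4.46-fold lower (adjusted p = 0.344). The elongation zone fall of EER98905 was called by DESeq2 (adjusted p = 0.00106). Without elongation zone LP replicate 1 the LP group there is left with replicate 2 alone, at 0 counts. The fitted log2 fold change of −9.83 from edgeR then gives no measured size. Intervals and floors cover counting error only, and the lateral p-values assume that the lone libraries vary like replicates of the other regions.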

The strongly down‐regulated WRKY transcription factors that are a part of the canonical PSI genes are paralogs involved in the salicylic acid pathway and had association with fungal and chitin‐responsive pathways (SORBI_3002G202800 and SORBI_3002G202700), displaying potential overlap of biotic and abiotic stress responsive pathways.

### 2.3 DNA and histone methylation profile throughout the sorghum genome

To further understand the changes chromatin accessibility during LP conditions, ChIP‐seq profiling and Bisulphite sequencing was performed. ChIP‐seq Histone 3 (H3) lysine trimethylation showed distinctive signaling at different regions throughout the sorghum genome in the intergenic and genic space. H3K27me3 (repressive) and H3K4me3 (activation) marks had similar averaged global coverage nearby and within genic regions (Figure 3a). However, there was a drop (~50%) in H3K4me3 enrichment within the TSS, genic, and 5′ prime UTR regions under LP conditions compared with SP. When interrogating intergenic regions, H3K4me3 enrichment increased by ~50% in response to LP growth conditions compared with SP, whereas K27me3 enrichment remained mostly unchanged under either phosphorus growth treatment in the intergenic space (Figure 3b). Clustering analysis revealed that H3K4 trimethylation can be grouped into three primary *k*‐means clusters: upstream, from >3,000 bp to the transcriptional start site (TSS), genic, and downstream/non‐specific (Figure 3c,d). The H3K27 trimethylation *k*‐means clusters cover genic, downstream (from transcriptional end site [TES] to >−3000 bp), and upstream/non‐specific regions. In agreement with the enrichment observations, the heatmap analysis indicates that both the H3K4me3 and H3K27me3 signals appear to decrease across all regions under low phosphorus, with K4me3 decreasing noticeably more than K27me3. The heatmap analysis stops at 3 Kb upstream or downstream of the TSS and TES, respectively. So, the increased enrichment of the H3K4me3 in intergenic spaces under LP conditions (Figure 3a) must originate from further away than these margins, suggesting a role of enhancer elements or more distant promoter‐binding locations.

**FIGURE 3:**
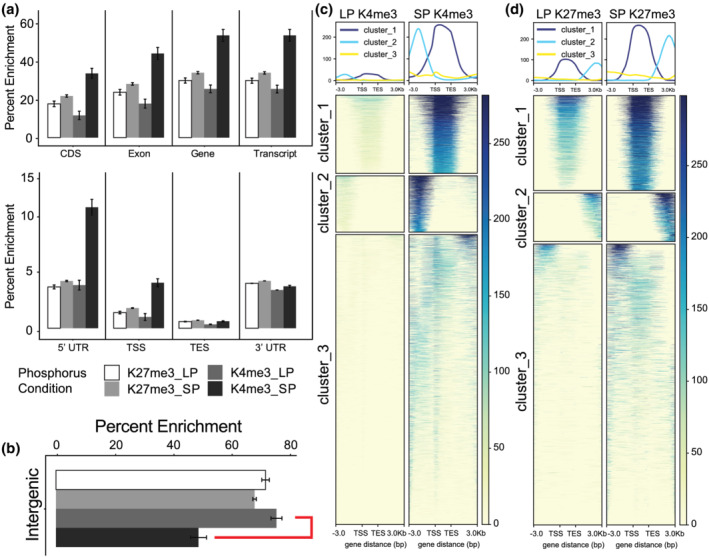
Epigenetic profiles of BTx623 whole root systems under normal and limiting phosphorus. (a) Global enrichment profiles of sorghum H3K27me3 and H3K4me3 across gene model components. (b) Global enrichment profile of K4me3 and K27me3 epigenetic marks across intergenic space during LP and SP. (c) Global heat map and profile graphs of H3K27 and H3K4 trimethylation around gene models. K‐means analysis generated three major clusters that roughly segregate methylation occurrences to genic, upstream, and/or downstream regions during normal and LP conditions

Sequence motif analysis revealed both shared and discrete DNA‐binding motifs for both K27 and K4 histone methylation peaks, with certain motifs specific for growth on SP conditions and others specific for LP conditions (Figure 4). The recognition sequence for the APETALA2/ethylene‐responsive element binding protein (AP2/EREB) transcription factors was enriched in both K4me3 and K27me3 peaks. While the DNA‐binding sequence recognized by AP2/EREB family proteins was detected, the exact position weight matrices between P conditions varied. This could suggest that either a subset of AP2/EREBs are being regulated in response to P starvation based on their precise *cis*‐binding motif or it could be reflective of a broad recognition profile for the AP2/EREB transcription factors. Other multiple transcription factor recognition‐binding motifs were present upon inspection of the K4 and K27 methylation footprints. These included, but were not limited to, Trihelix, WRKY, NLP, NAC, ABI3, BZIP, and B3‐domain containing TF families.

**FIGURE 4:**
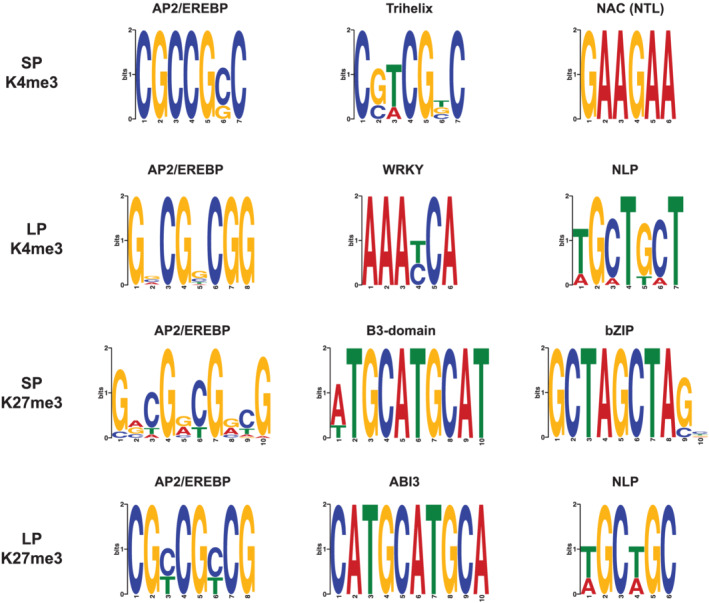
DNA binding motif enrichment analysis. Global MEME motif analysis of the 100 bp flanking sequences from K27me3 and K4me3 peaks during SP and LP conditions. All motifs were detected using the ANR method in the MEME suite program with minimum significance threshold of e < .01 or less

Bisulphite sequencing revealed that global DNA methylation (5‐methylcytosine) enrichment levels remained mostly unchanged from SP to LP conditions across averaged genic or intergenic regions (Figure 5a,b) and decreased globally over genic regions, in line with previous observations for actively transcribed loci. 

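Bisulfite libraries were made from roots of BTx623 plants at day 10 under SP and LP, with 2 libraries per phosphorus level in the sample labels, which name the whole root where the methods name the apices of primary and lateral roots. The authors aligned the reads with Bismark and compared LP with SP with methylKit, and the files hold the authors' deposited tables of that comparison, with a difference in percent methylation and a q-value for each listed site and no value per library. Average methylation over genes and intergenic space was not analysed here, and the coverage behind each site is not in the tables, so the depth is unknown. In the authors' deposited tables each listed interval is 1 base long, so that a differentially methylated region here is a single cytosine. In the authors' deposited tables every listed site had a difference of at least 25.0 percentage points, up to 85.6 for CG, 80.2 for CHG and 78.1 for CHH, and a q-value of at most 0.0100. The tables do not state which phosphorus level was subtracted, and a negative difference was read as lower methylation under LP because the paper describes nearly all CHH changes as hypomethylation.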

DNA methylation levels were enriched the most in intergenic and transcribed regions and the least at the start and stop codon positions and at the three and five prime UTRs. DNA methylation was lower in exon regions compared with entire genes and transcripts, indicating increased methylation at the intron and non‐coding gene space. 

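The authors' deposited tables of the LP and SP comparison list 145883 differentially methylated cytosines on 10 chromosomes and other scaffolds. Of these, 104262 (71.5%) were in the CG context, 28213 (19.3%) in the CHG context and 9.19% (13408) in the CHH context. In the authors' deposited tables, 20.4% of the listed CG cytosines had the cytosine of the opposite strand listed too, and 99.99% of these 10586 pairs had the same direction. For CHG sites in the authors' deposited tables this share was 8.64%, and all 1242 pairs had the same direction. Within 100 bases of the previous listed site lay 37.8% of the CG, 38.7% of the CHG and 7.45% of the CHH cytosines of the authors' deposited tables. Location relative to genes was not analysed here, since no gene annotation on the chromosomes of these tables was at hand.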

Differential CG methylation in response to growth on LP conditions was the predominant form of differential methylated regions (DMRs) and was more common at surrounding gene elements (promoters, exons, and introns) than either CHG or CHH methylation (Figures 5c and 6). Most of the CHG and CHH differential methylation (70–80%) was localized to the intergenic space (Figure 6b,c). CG hypomethylation is more common across the genome and specifically at genic and promoter regions; hypomethylation is also the most common form of CHG DMR, but such changes were fairly similar at genic and promoter regions when compared with hypermethylation (Figure 6b,c). 

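In the CG context 82765 of the cytosines in the authors' deposited table had lower methylation under LP and 21497 had higher methylation, a hypomethylated share of 79.4% (exact binomial 95% interval 79.1% to 79.6%). In the CHG context of the authors' deposited table, 26083 were hypomethylated and 2130 hypermethylated, a share of 92.5% (92.1% to 92.8%). The median difference of the hypomethylated sites in the authors' deposited table was −39.4 percentage points for CG and −43.0 for CHG, and that of the hypermethylated sites 47.6 and 50.0. The intervals cover counting error only, since neighbouring cytosines are not independent.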

Notably, almost 100% of the statistically detected differential CHH methylation was hypomethylation. 

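Of the 13408 CHH cytosines in the authors' deposited table, 13406 had lower methylation under LP and 2 had higher methylation, a hypomethylated share of 99.985% (exact binomial 95% interval 99.946% to 99.998%, counting error only). The hypomethylated CHH sites of the authors' deposited table had a median difference of −43.3 percentage points. They were spread over 12011 windows of 1000 bases, of which 816 also held a listed CHG site and 1589 a listed CG site in the authors' deposited tables. The net direction was the same in 85.7% of the windows shared with CHG and in 62.4% of those shared with CG in the authors' deposited tables. As nearly all CHH sites were hypomethylated, these values restate the net hypomethylation of the other context in the shared windows. Over all listed sites the hypomethylated share was higher, at 92.5% for CHG and 79.4% for CG, counted by site and not by window. They therefore show no excess of agreement.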

Motif analysis of regions surrounding differentially methylated CG marks were found to be enriched for AP2/EREB, WRKY, NLP, TCP, bZIP, C2H2, BZR, trihelix, and NAC family transcription factor binding sites (Figure S1). Additionally, CHG marks were enriched for AP2/EREB, WRKY, NLP, TCP, E2F‐like, and LOB (Lateral Organ Boundary) transcription factors (Figure S2). DNA surrounding hypomethylated CHH loci were enriched for AP2/EREB, WRKY, NLP, TCP, and NAC transcription factor binding sites, amongst others (Figure S3).

**FIGURE 5:**
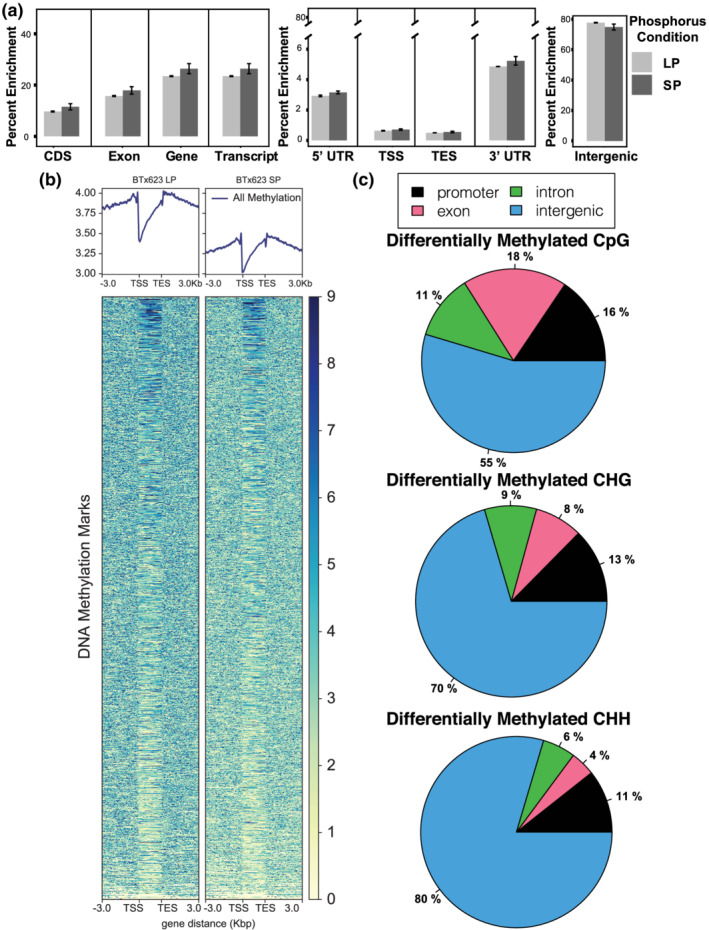
BTx623 global DNA methylation profile. (a) Global enrichment profiles of DNA methylation (BS = CG, CHG, and CHH) across gene model components during LP and SP conditions. (b) Heat map of 5‐methylcytosine methylation across gene models in limiting (LP) and sufficient (SP) phosphorus. (c) Differential DNA methylation (hypermethylated or hypomethylated) changes over promoter, exon, intron, and intergenic sequences in LP conditions compared with SP. Almost 100% of differential CHH methylation is hypomethylation

**FIGURE 6:**
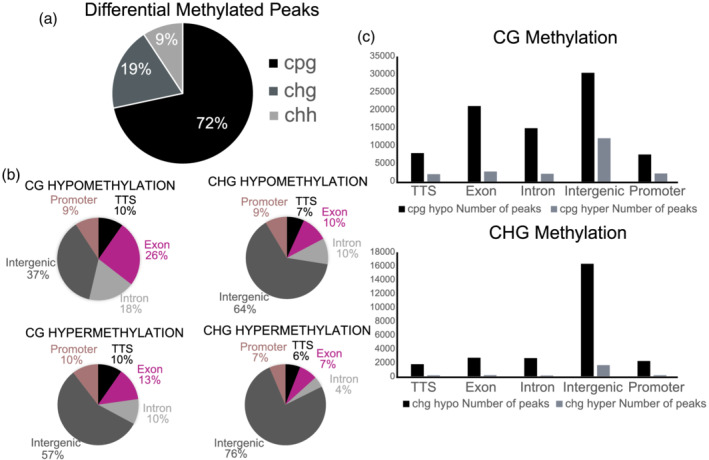
Differential DNA methylation regions in BTx623 (a) breakdown of all differentially methylated peaks (regions) by CG, CHG, and CHH in the BTx623 genome under LP growth conditions compared with SP growth. (b) Gene model breakdown of CG and CHG hypermethylation and hypomethylation in LP grown plants compared with SP. CHH DMRs are ~100% hypomethylated in roots of LP‐grown plants. (c) Total number of CG and CHG DMRs by hypo‐ and hypermethylation by genomic location

The global change in histone trimethylation can also be observed by taking the ratio of K4 and K27 marks in the genic, 1000 and 5000 bp upstream bins and seeing how their frequency distribution changes (Figure S4). Across all intervals during growth on LP, the K4/K27 ratio distribution shrinks to a narrower range of values (specifically a lower ratio of K4 to K27) when compared with SP, suggesting that one or both marks are becoming less common and/or more consolidated across the epigenome in response to P limiting conditions.

Upon analysis of selected transcription factor gene families identified from the MEME analysis above and presented in Figure 5, it was determined that subgroups within these gene families display strong up‐ or down‐regulation of expression in response to LP conditions (Figure S5). Specifically, a number of NAC, B3‐domain containing, bZIP, WKRY, and AP2 transcription factors showed strong upregulation in the lateral root apices, and to a lesser extent in the primary root regions.

### 2.4 Phosphorus responsive regulatory networks

To visualize complex interactions and contributions during root responses to LP growth conditions, protein–protein interaction networks were generated using the STRING database. The gene nodes were then filtered to reduce the network down to those genes that had associated K4me3 peaks; the gene nodes were then colorized to correspond to their expression at lateral root regions. This phosphate responsive root gene regulatory network (GRN) was organized in a hierarchical radial layout to better visualize both transcription factor interactions and biosynthetic and metabolic pathways (Data S3). Screening for interacting gene products that are up‐ or down‐regulated during low P conditions revealed several distinct families. Numerous auxin, autophagy, and photosynthetic genes show distinct regulatory patterns within the GRN, as do several genes involved in sulfur and cysteine metabolism. Two up‐regulated cysteine‐related metabolism and signaling genes in particular were SORBI_3008G179900 and SORBI_3001G427300, which encode an O‐acetylserine (thiol) lyase (OAS‐TL) and a glycosyl transferase, respectively. Prior research into hypomorphs of these orthologs have shown they are either associated with reduced root growth and root surface area, specifically within lateralization of roots or are essential for proper response to LP conditions (Mei et al., 2019; Okazaki et al., 2013; Wang et al., 2015). Upon examination of the enriched peaks of H3K4me3 and H3K27me3 sequencing across the OAS‐TL and transferase gene models, there is a noticeable enrichment for H3K4me3 peaks at the five prime genic or promoter region in both genes in LP or SP‐grown plants (Figure S6), but there is a narrowing of the peak width under LP growth conditions.

## 3 DISCUSSION

### 3.1 BTx623 root responses to P deficiency stress

We observed that P starvation caused a rather drastic remodeling of root system morphology in BTx623. From 7 DAT to 14 DAT, under low P growth conditions, root system length, surface area and volume increased 250%, 235%, and 224%, respectively, compared with the same root traits for plants grown on sufficient P (Table 1). Furthermore, at 7 DAT there was no difference in average root diameter between the two P treatments, but by 14 DAT, root system diameter had decreased a moderate (14%) and statistically significant amount in LP versus SP grown plants. Increases in lateral root growth in response to P deficiency have been previously observed in other plants, for example, in beans (Lynch & Brown, 2001), Arabidopsis (Arrese‐Igor et al., 2020), and tomato (Hai‐Bo et al., 2001). These changes in root traits are consistent with P acquisition efficiency explaining most of the genetic variation in overall P efficiency in maize and sorghum (Bernardino et al., 2019; de Sousa et al., 2012; Parentoni et al., 2010; Parentoni & de Souza, 2008). Phosphorus uptake is hindered, in part, due to the phosphate anion interacting strongly with Al‐ and Fe‐oxides on the surface of soil clay minerals, resulting in much of it being fixed in the soil. This chemical behavior between P and soil minerals results in P being the most diffusion limited of the essential mineral nutrients. Hence, plant developmental strategies that increase root proliferation in the soil to reduce the distance between roots and soil P in ways that reduce the carbon cost for producing more roots, such as generating finer roots that have a higher surface area to volume ratio, appear to be key aspects of P efficiency. Certainly, the root responses shown here for sorghum BTx623 are consistent with these strategies.

### 3.2 Gene targets for crop P efficiency improvement

In a broad sense, the root transcriptome data presented in this study is consistent with prior investigations on the genes whose expression is significantly altered by P deficiency stress and are a resource for P efficiency candidate genes. These include transcription factors involved in root development, such as *SHORTROOT* (*SHR*), *SCARECROW* (*SCR*) and *ROOTLESS CONCERNING CROWN AND SEMINAL ROOTS (RTCS)*, phosphate transporters, and genes associated with auxin signaling, response, and transport. The significant changes in gene expression induced by P deficiency primarily in lateral root apices (compared with the primary root apical and subapical regions) depicted in Figure 2 correlate at the physiological level with the root system response to LP in Figure 1 and Table 1, where lateral root growth stimulation is the major P deficiency growth response.

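The LP response differed between the lateral root apex and the root apex for 167 transcripts, and it was the more positive in the lateral root apex for 159 of these and in the root apex for 8 (adjusted p under 0.05 from edgeR's quasi-likelihood test of the difference between log2 fold changes). Between the lateral root apex and the elongation zone the response differed for 282 transcripts, 227 with the more positive response in the lateral root apex and 55 in the elongation zone. Between the elongation zone and the root apex it differed for 4 transcripts, 3 of them with the more positive response in the elongation zone. None of these 4 was called by edgeR with a replicate block (3155 transcripts at an unadjusted p under 0.05) or with libraries of 1 number as 1 plant pool (4013), as the methods cut both segments from the same seminal roots, while DESeq2 called 686 more and 256 less positive in the elongation zone. The lateral counts with a replicate block were 52 against the root apex and 143 against the elongation zone, or 27 and 35 with the lateral SP library in block 2, since its label gives number 1 and another name of it number 2, and with fragment length as a block, chosen after seeing the data, 23 and 98. The peptide chain release factor gene SORBI_3009G034100 (EES17667), named after its values were seen, went from 0 to 124 counts in the lateral root apex, at least 33.99-fold higher with a floor of 3 counts, and its response there differed from the root apex (adjusted p = 0.0432) and the elongation zone (adjusted p = 0.0307). The inositol kinase EER92606, also from 0 counts in the lateral SP library, had a lateral response that differed from the root apex (adjusted p = 0.0399) and the elongation zone (adjusted p = 0.0488). For SORBI_3004G284700 (EES05741) the lateral response lay above that of the root apex by 4.30 on the log2 scale (standard error 0.623, adjusted p = 0.0483) and differed from that of the elongation zone by −3.81 (0.545, adjusted p = 0.0412). The oligopeptide transporter family gene EES05808 fell more in the lateral root apex than in the elongation zone, with a difference of −4.57 (standard error 0.723, adjusted p = 0.0494). When transcripts at 0 counts in 1 library and at 1 CPM or more in each of the other 9 were left out, a choice made after seeing the data, no transcript differed between the lateral root apex and either other region by edgeR, where at an unadjusted p under 0.05 5357 and 6648 of all tested transcripts did and DESeq2 called 2242 and 3376. None of the differences of named genes was called without any 1 of the root apex libraries or elongation zone SP libraries (adjusted p = 0.0560 to 0.186), and with a replicate block only those of EES17667 (adjusted p = 0.0488) and EES05808 (adjusted p = 0.0497) from the elongation zone were. The p-values assume that the lone lateral libraries vary like replicates of the other regions, and without any 1 of the SP libraries of the root apex or elongation zone the 3 counts were 0, 0 and 0, without root apex LP replicate 1 8, 100 and 0 and replicate 2 1, 87 and 0, and without elongation zone LP replicate 1 853, 5440 and 1488 and replicate 2 854, 778 and 15.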

When evaluating transcription factors that are strongly up‐ or down‐regulated in the lateral and apical root regions, a biological process ontology analysis suggests that specific hormone shunting is occurring throughout the RSA, with a specific increase in auxin activation within the lateral roots, and a shared downregulation of auxin and ABA signaling possibly occurring in the root apex. There could also be an overlapping response that is generally believed to be a response to biotic stress but could also be involved in root low P responses. This biotic response that plays a role in modulating RSA in response to chitin, involves the downregulation of WRKY transcription factors (Data S1) that play roles in root responses to fungal chitins that alter RSA (Wang et al., 2019, 2020).

An interesting finding from the gene expression and histone marks data was the identification of multiple genes involved in sulfur and cysteine metabolism that were discovered through the generation of a lateral root GRN filtered for H3K4me3 peak enrichment and up‐regulated expression in response to LP. The functional relevance of this finding is supported by previous work indicating that sulfur metabolic pathways are integral to auxin changes in the root apex, leading to enhanced lateral root growth (Li et al., 2015; Mei et al., 2019; Romero et al., 2014; Wang et al., 2015; Zhao et al., 2014). It is not surprising to find such links between regulatory networks for two different essential nutrients, in this case, P and S. Another example of such interactions comes from the growing evidence of cross talk and co‐regulation between P and N homeostasis (Medici et al., 2019) provide evidence that the plant P starvation response is regulated in part by both local and long‐distance N signaling pathways. Another fascinating regulatory interaction of essential mineral nutrients is the complex interplay and role of Fe transport, cellular compartmentation and metabolism in P deficiency‐induced alterations in primary root growth (Balzergue et al., 2017; Mora‐Macías et al., 2017; Müller et al., 2015).

The DNA and histone methylation footprints presented here agree with prior investigations into epigenetic profiles of genic regions as we found there was significant enrichment at the gene body for both K27me3 and K4me3, with a drop in DNA methylation over the same space (Peng et al., 2019; Regulski et al., 2013; Zhu et al., 2017). Specifically focusing on histone methylation, K4me3 levels in LP plants seemed to decrease significantly across the TSS, five prime UTR, and transcript‐encoding components of gene, and while K27me3 levels also decreased across the same segments, it was not nearly to the same degree as K4me3 levels (~50% drop). Another distinct global histone methylation characteristic in response to LP was the increase in H3K4me3 levels in the intergenic space. This is contrasted with global intergenic H3K27me3 and DNA methylation levels that remained largely unchanged under LP versus SP treatments. Specifically, the spread of the H3K4me3/H3K27me3 ratio across intergenic regions became narrower under limiting phosphorus, more so at loci proximal to transcriptional start sites (>1000 bp upstream). Additionally, it was observed that there are moderately weak positive correlations between gene transcription and H3K4me3 mark intensity at genic and promoter regions and weakly negative or negligible correlations with H3K27me3 mark intensity across the same intervals (data not shown; ~.3–.4 spearman correlation values for transcript CPM compared with K4me3 ChIP‐seq peaks and ~−.1–3 for H3K27me3 peaks). All of these findings suggest that such histone methylation patterns could play a role in overall phosphate starvation adaptation. Further investigations into the frequency and location of more open chromatin marks, such as H3 lysine acetylation, might reveal stronger correlations with gene expression. Additionally, it was discovered here that enriched sequences surrounding histone methylation sites and DNA hypomethylation regions included binding sequences for transcription factors known to be associated with root growth and response to environmental stimuli (Figure 4). When comparing these findings to the Arabidopsis limiting phosphorus epigenome study of Yong‐Villalobos et al. (2015), consistencies are observed with higher rates of CG DMRs compared with CHG and CHH and with overall enrichment at different gene feature; intergenic space, promoters, and gene body space comprising the majority of the methylation marks. Disagreement with the Arabidopsis study appears when noting trends in hypermethylation versus hypomethylation: sorghum roots under limiting phosphorus show strong hypomethylated preference, compared with hypermethylated sites in Arabidopsis. These data suggest potentially divergent functional roles for DNA methylation signaling between the two species, with the understanding that the experimental designs are not perfect replications. These data set the stage for future investigations into promoter, enhancer, and cryptic sequence regulatory candidates that may play roles in the molecular basis for enhanced P efficiency, which could be used to improve crop adaptation to low P soils which are prevalent worldwide, limiting agricultural production especially in the developing world (Kochian, 2012; Lynch, 2011).

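The hypomethylated share of the CG context depended on the size of the difference in the authors' deposited table, falling to 67.3% among 58812 cytosines with a difference of at least 40 percentage points and to 54.4% among 16944 with at least 50. With the largest q-value in the authors' deposited table divided by 10 as the limit, it was 86.2% of 37746 CG cytosines. For CHG in the authors' deposited table the share was 89.2% of 18514 cytosines at 40 points, 84.9% of 7121 at 50 points and 95.1% of 6589 at the stricter q-value. The CHH share in the authors' deposited table stayed at 99.97% to 100% under each of these limits. Within windows of 1000 bases that held both CG and CHG sites of the authors' deposited tables, 92.6% of 4541 had the same net direction in both contexts. Most listed sites of both contexts were hypomethylated (79.4% of CG and 92.5% of CHG). This alone gives many windows of the same direction, and no expected share was computed. From the hypomethylated preference in sorghum and the hypermethylated sites reported for Arabidopsis, the paper states a disagreement in the direction of DNA methylation changes between the 2 species under LP.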

During a shift from growth on sufficient to low phosphorus conditions, there is a coordinated de‐methylation in sorghum roots that occurs both at the K4 and K27 lysine in histone 3, along with a trend towards increases in hypomethylated DMRs for 5‐methylcytosine DNA methylation. Specifically, K4me3 peaks at the genic and promoter regions have a mild positive correlation with gene expression. The shift in epigenetic regions containing K4me3, K27me3, or DNA methylation peaks in response to low P are enriched for numerous DNA‐binding motifs recognized by several transcription factor families. Some of which are notably, AP2/ERF, NAC, WRKY, and LOB transcription factors that can play a role in downstream gene activation for numerous hormone signaling pathways, specifically auxin, as well as canonical PSI genes and shared nutrient response pathways (nitrogen and sulfur). These gene up‐regulations seem to be localized predominantly to the lateral root region, suggesting that the primary transcriptomic remodeling of the RSA is focused within the lateral root apices, and that the RSA epigenetic shift likely supports these changes in RSA to maximize root growth in low soil phosphorus environments (Figure S7).

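On the log2(CPM + 1) scale, 11033 transcripts changed by at least 2-fold in the lateral root apex (5946 higher and 5087 lower under LP), 6434 in the elongation zone (3999 and 2435) and 3466 in the root apex (1535 and 1931), a count with no test. Means of 2 libraries were set against each other in the root apex and the elongation zone and 1 library against 1 in the lateral root apex, so that the counts are not like for like. With 1 SP and 1 LP library in every region, the counts were 4415 to 5131 in the root apex and 5930 to 11486 in the elongation zone, where the pairs with LP replicate 2 gave 11486 and 10434 and those with LP replicate 1 5930 and 6074. The pair of SP and LP replicate 2 shares the shorter fragments of the lateral libraries, and that of SP and LP replicate 1 the longer fragments of the root apex libraries. The largest number of rises in any of these 8 pairs was 5428, against 5946 in the lateral root apex. The balance of rises and falls depended on the libraries. Falls outnumbered rises in the elongation zone pairs with LP replicate 2 (5428 higher and 6058 lower, and 4751 and 5683) and without LP replicate 1. Rises outnumbered falls in the root apex pair of SP and LP replicate 2 (2663 and 2468) and without SP replicate 1. Without elongation zone LP replicate 1 the elongation zone count was 10704.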

## 4 CONCLUSIONS

Imposing phosphorus (P) deficiency stress induced significant changes in the root architecture of the *S. bicolor* reference cultivar, BTx623. These included a significant stimulation of lateral root growth, which resulted in increases in total root system length, root surface area and total root system volume. We used genomic and epigenetic approaches to investigate transcriptional and chromatin changes in response to these P deficiency‐induced changes in root architecture, which enhance sorghum's ability to acquire P from the soil. Three distinct root regions were studied: the primary root apical and subapical regions, and the lateral root apical region. 

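In the main fit more transcripts were called in the lateral root apex than in either seminal root region, and most of its calls were rises. Neither point held under every filter, and the lateral fold changes come from 1 library per phosphorus level. Under LP, 488 transcripts rose and 100 fell in the lateral root apex, 137 rose and 77 fell in the elongation zone, and 12 rose and 60 fell in the root apex (adjusted p under 0.05 from edgeR's quasi-likelihood test), so that rises made up 83.0%, 64.0% and 16.7% of the calls. Of the 488 lateral rises, 240 were at 0 counts in the lateral SP library, 36 had 1 to 9 counts there and 212 had 10 or more, and 214 of the 240 were at 1 CPM or more in each of the other 9 libraries. The same direction was called in all 3 regions for 5 rises and 2 falls, among them the galactolipid synthesis gene EES14277. KXG38624, which the sources used here pair with no gene name, went from 21 to 244 counts in the root apex (log2 fold change 3.94, standard error 0.295, adjusted p = 0.0277), from 15 to 3299 in the elongation zone (7.77, 0.339, adjusted p = 0.00144) and from 89 to 2278 in the lateral root apex (4.39, 0.393, adjusted p = 0.0148). KXG28042, also without a gene name and named after its values were seen, fell in the root apex (log2 fold change −2.39, standard error 0.236, adjusted p = 0.0325), the elongation zone (−2.55, 0.237, adjusted p = 0.0163) and the lateral root apex (−4.63, 0.368, adjusted p = 0.0100). The protein kinase gene SORBI_3010G055400 (KXG19414), chosen after its values were seen, went from 0 to 24 counts in the lateral root apex, at least 6.58-fold higher with a floor of 3 counts (adjusted p = 0.0357), and the zinc finger gene SORBI_3006G280900 (OQU82651), chosen the same way, from 114 to 0 counts in the elongation zone, at least 38.0-fold lower (adjusted p = 0.0441). KXG19414 had 24 to 162 counts in the other 9 libraries, so its rise rests on the 0 of the lateral SP library. Leaving out transcripts at 0 counts in 1 library and at 1 CPM or more in each of the other 9, a choice made after seeing the data, gave 56 rises and 24 falls in the lateral root apex, 184 and 99 in the elongation zone and 14 and 63 in the root apex, whereas a filter of at least 10 counts in every library gave 706 and 758, 513 and 172, and 35 and 152. The lateral p-values assume that the lone libraries vary like replicates of the other regions. Without an SP library of the root apex or elongation zone the calls of KXG28042, KXG19414 and OQU82651 did not hold (adjusted p = 0.0509 to 0.238), nor did those of KXG38624 apart from its elongation zone rise without a root apex SP library, and without a root apex LP library the root apex calls, KXG19414 and OQU82651 did not hold either (adjusted p = 0.0600 to 0.148), and OQU82651 was not called without elongation zone LP replicate 2 (adjusted p = 0.0664). With a replicate block 230 rose and 54 fell in the lateral root apex (105 and 16 with the lateral SP library in block 2, as its label gives number 1 and another name of it number 2), 88 and 27 in the elongation zone and 1 and 2 in the root apex, and the root apex calls of KXG38624 (adjusted p = 0.0510), EES14277 (adjusted p = 0.0559) and KXG28042 (adjusted p = 0.0559), KXG19414 (adjusted p = 0.0595) and OQU82651 (adjusted p = 0.0662) did not hold. Without root apex SP replicate 1 or 2 the lateral root apex had 11 rises and 1 fall, without elongation zone SP replicate 1 or 2 16 and 1, without root apex LP replicate 1 253 and 59 and replicate 2 248 and 58, and without elongation zone LP replicate 1 1966 and 994 and replicate 2 1959 and 914. In the elongation zone the same omissions gave 16 and 2, and 15 and 2 (root apex SP replicates 1 and 2), 0 and 0 (either elongation zone SP library), 41 and 12, and 41 and 13 (root apex LP replicates 1 and 2), and 1594 and 2598, and 96 and 45 (elongation zone LP replicates 1 and 2), while the root apex had no call without any 1 of the root apex or elongation zone SP libraries or root apex LP libraries and 46 and 214, and 52 and 215 without elongation zone LP replicates 1 and 2.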

Intriguing transcriptional responses were seen, with the majority of the genes whose expression were significantly up‐ or down‐regulated localized to the lateral root apex. Under LP growth conditions, the epigenetic profiles of DNA methylation and histone trimethylation also showed distinct changes both around gene models and especially in the intergenic space. Combined together, these data revealed unique epigenetic shifts under limiting nutrient conditions that were associated with genes that could influence root development, but also previously undiscovered candidate genes and regulatory motifs that could influence changes in sorghum RSA that enhances P acquisition from low P soils. Taken together, the transcriptomic and epigenetic data in this study are a resource for future research on sorghum and other related cereals for the ultimate purpose of generating improved crop PUE through, in part, root systems that are more efficient and effective at “mining” P from the soil.

## 5 METHODS

### 5.1 Plant growth conditions

#### 5.1.1 Sorghum growth protocols for epigenetic and genomic assays

Sorghum seeds were surface‐sterilized in a solution of 6% (v/v) sodium hypochlorite for 15 min. The sodium hypochlorite was removed by washing the seeds with distilled water 5 times. The seeds were then germinated on filter paper moistened with water for 4 days. After that, uniformly growing seedlings were transferred to 200 liter polypropylene tubs grown hydroponically with aerated modified Magnavaca nutrient solution (see Magnavaca et al., 1987, for nutrient solution composition). For nutrient solution with sufficient P (SP), the phosphate concentration was 45 μM and for low P (LP) the phosphate concentration used was 2.5 μM. As the phosphate was added as KH_2_PO_4_, to maintain the same K concentration in the LP media as in the SP media, the KCl concentration in the LP media was increased from 1 to 1.0425 mM (1042.5 μM). The sides of the tub were covered with white light reflective plastic and the nutrient solution in each tub was covered with gray, closed‐cell polyethylene foam strips (McMaster‐Carr, Elmhurst, IL, USA) to prevent light penetration and support the seedlings during the experiment (Figure 1b). Plants were grown under controlled conditions in an EGC walk‐in growth chamber for the duration of the experiment (27°C day/22°C night, 12/12 h photoperiod, 500 mmol m^−2^ s^−1^). After 1 day in sufficient P nutrient solution, half of the seedlings were transferred to low phosphorus nutrient solution (LP) where the 45‐μM KH_2_PO_4_ was replaced with 2.5‐μM KH_2_PO_4_. The pH of the solution was maintained at the range of 5.6–5.7 by adjustment with .5‐M NaOH or HCl every 2 days. The nutrient solution was renewed every 5 days. Each treatment had 3 biological replications. Plants were grown in SP and LP conditions and root tissue was harvested after 10 days of growth on LP or HP conditions, for preparation of the libraries described below.

#### 5.1.2 Sorghum plant growth for 2D RSA analysis

Sorghum seeds were surface sterilized and geminated as described above. After 4 days of germination, uniform sorghum seedlings were transplanted and grown hydroponically using the same modified Magnavaca nutrient solution described above except the phosphate concentration used for SP media was increased to 200 μM. As above, the pH of the solution was maintained at the range of 5.6–5.7 by adjustment with .5‐M NaOH or HCl every 2 days. The nutrient solution was renewed every 2 days for the growth of the plants in the pouch system. Single sorghum seedlings were grown in specially designed and constructed acrylic chambers which hold the seedling and root system on the surface of filter paper (described in more detail below. These 2D root growth chambers were placed vertically into 100‐L polypropylene tubs (L × W × H = 50 × 30 × 65 cm) containing aerated modified Magnavaca nutrient solution whose composition is given above. Aluminum rails attached to the longer sides of each tub allowed the growth pouches to hang into the nutrient solution in the tubs. The level of the aerated nutrient solution was adjusted so it always was just below the root apex of the fastest growing seminal root. Each container held 20 plants, each in their individual pouches. A cover is placed on top of and sides of the tubs allowing the shoot to grow while excluding light from the roots and the nutrient solution.

The plant growth pouches consist of several layers of different materials. On the bottom is a perforated plastic back that provides rigidity to the pouch and the holes in the plastic backing facilitate better nutrient and air exchange. On top of this plastic back were placed several layers of germination paper which provide the nutrient solution to the plant roots. On top of the germination paper is a single sheet of black filter paper (Black Qualitative Filter Paper, Ahlstrom Corp; VWR, Part of Avantor; https://www.avantorsciences.com/pages/en/vwr-part-of-avantor) that serves as an anchor for the roots as they grow across its surface, and the black background provides high contrast with the roots, greatly improving root imaging. Finally, a sheet of clear polyester film covers the root system and black filter paper, protecting the root system from drying out and also contributing to root system anchorage to the black filter paper during growth, maintaining the root systems two‐dimensional architecture.

### 5.2 Sorghum root imaging and analysis

At 7, 10, and 14 days after transplanting, individual pouches with one sorghum plant were removed from the hydroponic tub, the plastic film carefully removed, and the plant on the pouch system was carefully placed oriented horizontally in a glass tray containing water with the root system totally submerged in the water. The tray with plant was placed into a 2D root imaging platform consisting of a frame constructed from 80:20 aluminum rails, to which is attached a Nikon D7200 DSLR camera with a 50‐mm lens. Also attached to the frame are flashlights with diffusers (soft boxes) to diffuse the illuminating light across the root system, preventing shadows that can compromise the quality of root images. The root systems are submerged in water to prevent any unwanted diffraction and reflection of the illuminating light.

Our Plant Root Imaging and Data Acquisition (PRIDA) program, which is a python‐based image acquisition and data management software, was used for collecting and storing raw images and project meta‐data into a single Hierarchical Data Format (HDF5) file (https://www.hdfgroup.org). Images were then extracted as TIFF image files for further processing and root trait computation. These TIFF images were then fed into commercial and publicly available software packages for root trait computation. These software packages process the images to segment the RSA and separate it from other background objects by using different techniques, such as global, local, or adaptive thresholding. The segmentation process provides a clean RSA and for the next step in the process, skeletonization, which provides a single pixel line to provide a skeleton of the RSA. This skeleton is used to estimate a range of root growth and architecture traits. WinRHIZO software (Regents Instruments, Inc) was used to quantify root growth and topology traits, and GiA Roots (Galkovskyi et al., 2012) was used to quantify 2D root architecture traits. Taken together, root topology and architecture traits including average root diameter (cm), primary root length (cm), root system width (cm), convex hull area (cm^2^), specific root length (cm/cm^3^), root system surface area (cm^2^), total root system length (cm), and total root system volume (cm^3^) were investigated in this study.

### 5.3 RNA‐seq library preparation and analysis

The first 2 cm of the seminal root tips were excised with razor blades, and then the next 2 cm of the same seminal roots were also excised, and both tissue samples were separately frozen in liquid N_2_. Additionally, the first 2 cm of the lateral root tips were also excised with razor blades and frozen, and all three tissue samples were used for preparation of the different libraries described here and below. Root tip samples were collected from both SP and LP grown plants, after 10 days of growth in SP and LP media. The lateral roots emerged starting after about 5 days of growth and we collected root tips from all lateral roots that were at least 5 cm in length (as roots shorter than 5 cm roots were quite thin and hard to cut). We excised and collected the 2 cm long root tips from approximately the 20 longest lateral roots on each plant and these lateral roots were approximately 3–5 days in age. We collected root samples from the one seminal root and approximately the 20 longest lateral roots. The root samples from 10 plants constituted one biological replicate.

Root tissue samples were ground in liquid nitrogen and then the RNA was isolated in Trizol reagent (ThermoFisher) followed by purification using Zymo‐spin columns (Directzol RNA kit; Zymo Research). Column‐bound RNA was treated with DNase 1 and finally eluted with 50 μl of DNase/RNase‐free water. RNA quality was determined using the Bioanalyzer hardware with the Agilent RNA 6000 Nano Kit (Agilent). Poly‐A RNA was isolated from total RNA using Dynabeads (ThermoFisher). Libraries for sequencing were created using the ScriptSeq RNA‐seq prep kit (Illumina) following manufacturer protocols. Final libraries were amplified with 17 cycles of PCR and assessed on the Bioanalyzer with the High Sensitivity DNA kit (Agilent). All root tissue libraries that were sequenced comprised two biological replicates.

*Sequencing platform information*. Sequencing was performed at Cold Spring Harbor Laboratories using the Illumina HiSeq2000 platform with 100 bp paired‐end reads. Paired‐end fastq files were trimmed for quality with Trimmomatic and then merged with Samtools before aligning to the v3.4.1 *S. bicolor* genome with Kallisto package in rStudio v3.6.1. Differential gene expression was determined through DESeq2 after importing Kallisto abundance files with tximport package. Dimensional analysis was performed using the factoextra package. Heatmaps and hierarchical clustering were performed with the heatmpap.2 package in rStudio.

The phosphate starvation Induced (PSI) gene set was derived from the Yong‐Villalobos et al. (2015) manuscript. See Data S2.

### 5.4 ChIP‐seq library preparation and analysis

The entire root systems were harvested for ChIP‐seq library preparation. The root tissue was cut into sections and fixed in 10‐mM dimethyl adipimate (DMA; Sigma‐Aldrich) while applying a vacuum. Samples were ground in liquid nitrogen and then placed in extraction buffer, filtered through miracloth and then a 30‐mm CellTrics filter (CellTrics). Nuclei were isolated and then chromatin was sheared in 130‐ml tubes (Covaris). Shearing was performed on a Covaris S220 sonicator for 5 min at a cycle/burst of 200, peak power of 175, and duty factor of 10. Immunoprecipitation was performed with antibodies for H3K27me3 (Millipore), H3K4me3 (Abcam), H3 (Abacam) for input control, and Protein A Dynabeads (ThermoFisher) for input control. Crosslinking was reversed and samples were purified using Chip DNA Clean and Concentrator Kit (Zymo Research). Libraries were created using the Nextflex ChIP‐Seq library prep kit (Bioo Scientific) with the NextFlex ChIP‐seq Barcodes. Sequencing was done on a HiSeq 2500 v4 with 125 bp paired‐end reads. Paired‐end fastq files were trimmed for quality with Trimmomatic and then mapped to the v3.4.1 *S. bicolor* genome with BWA (bwa mem ‐q 30, ‐f 2 ‐ubhS). Sorted bam files were marked for duplicates with Picard and then merged with Samtools. Tag directories creation and peak calling, peak enrichment comparison was performed through the Homer package. Overlapped peaks were identified through Bedtools (intersectBed). Peak annotation was performed using the annotatePeaks module of the Homer software. Samtools was used to obtain flagstat metrics and perform various file conversion and handling. Various visualization and file creation was performed using the deepTools package (Ramírez et al., 2016); aligned bam files (that were input‐controlled) were converted to bigWig format for generating computeMatrix files for plotHeatmap and plotEnrichment outputs. *k*‐means cluster number was determined by selecting the result that generated the distinct read coverage within and around gene models while minimizing cluster overlap.

### 5.5 Bisulfite‐seq library preparation and analysis

Bisulfite‐sequencing was done as described in (Li et al., 2014). The root apices (first two cm) of all primary and lateral roots were excised from plants grown as described above after 10 days of growth on SP and LP media. The root samples from 10 plants constituted one biological replicate.

DNA was isolated from root sections and sheared into fragments between 200 and 300 bp in length. These fragments underwent end repair, dA tailing, and ligation to methylated adaptors for subsequent bisulfite conversion. Libraries were PCR amplified, purified, and quality controlled via Agilent DNA 1000 chip. Sequencing was done on a HiSeq 2500 v4 with 125 bp paired‐end reads. Reads were trimmed and quality controlled using Trim Galore and FASTQC respectively (http://www.bioinformatics.babraham.ac.uk/projects/index.html). Reads were aligned and extracted with Bismark (Krueger & Andrews, 2011). Differential methylation quantification and visualizations were done with MethylKit (Akalin et al., 2012). Additional visualizations were performed with deepTools (Ramírez et al., 2016) after converting Bismark‐aligned bam files to bigWig and then generating computeMatrix files for plotHeatmap and plotEnrichment outputs.

### 5.6 GRN analysis

All available protein–protein interaction data was gathered from the STRING v11 database (Szklarczyk et al., 2018) for genes that have an affiliated K4me3 peak at their genic or promoter region, as annotated by Homer AnnotatePeaks. This phosphate responsive root GRN was organized in a hierarchical radial layout in Cytoscape v3.8.2 to better visualize both transcription factor interactions and biosynthetic and metabolic pathways (Shannon et al., 2003). Gene nodes were then colorized for the RNA‐seq log2 fold change from the lateral root region.

### 5.7 Additional analysis and tools

DNA motif analysis for all sequencing data was performed by the MEME suite using the ANR method, minimum motif width of six, and an e‐value threshold of less than or equal to 0.01. Assorted data handling and manipulation was performed with Samtools (Li et al., 2009), Bedtools (Quinlan & Hall, 2010), and UCSC software packages (Kent et al., 2010). Genome browser views were carried out with the Integrated Genome Viewer software (Robinson et al., 2011).

## CONFLICT OF INTEREST

The authors claim no conflict of interest.

## AUTHOR CONTRIBUTIONS

LK, JM, and DW contributed to the experimental design. BH, JM, ZL, and LK grew the sorghum plants and collected the root tissue samples for library preparation. JM and MR generated the sequencing libraries. NG and XW performed bioinformatic and statistical analyses; NG wrote the manuscript. All authors contributed to the manuscript writing and editing process.

## Supporting information

**Data S1.** Supporting Information

**Data S2.** Supporting Information

**Data S3.** Supporting Information

**Figure S1.** **DNA‐binding Motif Enrichment of CG Differentially Methylated Peaks**. MEME analysis of the 100 bp surrounding differential CG 5‐methylcytosine modified regions in BTx623. All motifs were detected using the ANR method in the MEME suite program with minimum significance threshold of e < .01 or less.

**Figure S2.** **DNA‐binding Motif Enrichment of CHG Differentially Methylated Peaks**. MEME analysis of the 100 bp surrounding differential CHG 5‐methylcytosine modified regions in BTx623. All motifs were detected using the ANR method in the MEME suite program with minimum significance threshold of e < .01 or less.

**Figure S3.** **DNA‐binding Motif Enrichment of CHH Differentially Methylated Peaks**. MEME analysis of the 100 bp surrounding differential CHH 5‐methylcytosine modified regions in BTx623. All motifs were detected using the ANR method in the MEME suite program with minimum significance threshold of e < .01 or less.

**Figure S4.** **K4/K27 Trimethylation Ratio Footprints Change from SP to LP.** Frequency histograms comparing the global H3K4me3/H3K4me3 counts ratios that cover genic, and 1,000 bp upstream and 5,000 bp upstream (starting from TSS) regions in the BTx623 genome. Upon LP, the count ratios tend to coalesce to a lower value, shrinking back from the longer tails of larger H3K4me3/H3K27me3 ratios in SP conditions. Only regions where K4me3 and K27me3 counts were greater than zero in both SP and LP were included in this analysis.

**Figure S5.** **RNA‐seq Expression Heatmaps of Selected Transcription Factor Family Genes**. Gene expression across root regions for **A**) WKRY, **B**) NAC, **C**) bZIP, **D**) B3‐domain containing, and **E**) AP2 transcription factor family genes. GO enrichment of top‐expressed transcription factors in LP in the lateral root regions returns auxin‐activated signaling pathway (GO:0009734). The negatively expressed genes in LP in the apex region return response to chitin (GO:0010200) and abscisic acid‐activated (ABA) signaling pathway (GO:0009738) as well as the auxin‐activated signaling pathway (GO:0009734). Hierarchical clustering was performed with the built‐in heatmap.2 function in rStudio.

**Figure S6.** **Peak Occurrence of Selected Cysteine/Sulfur Metabolism Genes.** Integrated Genome Viewer display of H3K4 and H3K27 trimethylation enriched peaks on the promoter/genic region of SORBI_3008G179900 and SORBI_001G427300 gene models. The display shows the two biological replicates for each histone mark during LP (top four panels) and SP (bottom four panels). Only the K4me3 trimethylation peaks are prominent for these genes and the peak region becomes smaller in the LP condition for both replicates.

**Figure S7.** **Model depicting DNA methylation and H3K4 and H3K27 trimethylation decreasing globally during growth under limiting phosphorus conditions.** This shift in epigenetic peaks results in more open chromatin for transcription factor binding, up‐regulating the expression of certain transcription factors via a feedback loop and ultimately increasing the expression of several developmental, metabolic, and hormone signaling pathways in the lateral root apical region. This shift ultimately modulates the RSA to predominantly increase lateral root growth to better mine phosphorus from low P soils.

## Data Availability

Sequencing data are available on the National Center for Biotechnology Information Sequence Read Archive (NCBI SRA: https://www.ncbi.nlm.nih.gov/sra). BioProject ID for sequencing files is PRJNA454504.

## References

[pld3393-bib-0001] Akalin, A. , Kormaksson, M. , Li, S. , Garrett‐Bakelman, F. E. , Figueroa, M. E. , Melnick, A. , & Mason, C. E. (2012). methylKit: A comprehensive R package for the analysis of genome‐wide DNA methylation profiles. Genome Biology, 13, R87. 10.1186/gb-2012-13-10-r87 23034086PMC3491415

[pld3393-bib-0002] Arrese‐Igor, S. , Alegría, A. , Arbe, A. , & Colmenero, J. (2020). Insights into the Non‐exponential Behaviour of the Dielectric Debye‐like Relaxation in Monoalcohols. arXiv [physics.chem‐ph] 312 113441 10.1016/j.molliq.2020.113441

[pld3393-bib-0003] Balzergue, C. , Dartevelle, T. , Godon, C. , Laugier, E. , Meisrimler, C. , Teulon, J.‐M. , Creff, A. , Bissler, M. , Brouchoud, C. , Hagège, A. , Müller, J. , Chiarenza, S. , Javot, H. , Becuwe‐Linka, N. , David, P. , Péret, B. , Delannoy, E. , Thibaud, M.‐C. , Armengaud, J. , … Thierry, D. (2017). Low phosphate activates STOP1‐ALMT1 to rapidly inhibit root cell elongation. Nature Communications, 8, 15300. 10.1038/ncomms15300 PMC544066728504266

[pld3393-bib-0004] Barros, V. A. , Chandnani, R. , de Sousa, S. M. , Maciel, L. S. , Tokizawa, M. , Guimaraes, C. T. , Magalhães, J. V. , & Kochian, L. V. (2020). Root adaptation via common genetic factors conditioning tolerance to multiple stresses for crops cultivated on acidic tropical soils. Frontiers in Plant Science, 11, 565339. 10.3389/fpls.2020.565339 33281841PMC7688899

[pld3393-bib-0005] Bayuelo‐Jiménez, J. S. , Gallardo‐Valdéz, M. , Pérez‐Decelis, V. A. , Magdaleno‐Armas, L. , Ochoa, I. , & Lynch, J. P. (2011). Genotypic variation for root traits of maize (*Zea mays* L.) from the Purhepecha plateau under contrasting phosphorus availability. Field Crops Res, 121, 350–362. 10.1016/j.fcr.2011.01.001

[pld3393-bib-0006] Bellini, C. , Pacurar, D. I. , & Perrone, I. (2014). Adventitious roots and lateral roots: Similarities and differences. Annual Review of Plant Biology, 65, 639–666. 10.1146/annurev-arplant-050213-035645 24555710

[pld3393-bib-0007] Bernardino, K. C. , Pastina, M. M. , Menezes, C. B. , de Sousa, S. M. , Maciel, L. S. , Carvalho, G. Jr. , Guimarães, C. T. , Barros, B. A. , da Costa E Silva, L. , Carneiro, P. C. S. , Schaffert, R. E. , Kochian, L. V. , & Magalhães, J. V. (2019). The genetic architecture of phosphorus efficiency in sorghum involves pleiotropic QTL for root morphology and grain yield under low phosphorus availability in the soil. BMC Plant Biology, 19, 87. 10.1186/s12870-019-1689-y 30819116PMC6394046

[pld3393-bib-0008] Calderón‐Vázquez, C. , Alatorre‐Cobos, F. , Simpson‐Williamson, J. , & Herrera‐Estrella, L. (2009). Maize under phosphate limitation. In JL Bennetzen , SC Hake , eds, Handbook of maize: Its biology. Springer New York, pp 381–404. 10.1007/978-0-387-79418-1_19

[pld3393-bib-0009] Chen, D.‐H. , Huang, Y. , Jiang, C. , & Si, J.‐P. (2018). Chromatin‐based regulation of plant root development. Frontiers in Plant Science, 9, 1509. 10.3389/fpls.2018.01509 30386363PMC6198463

[pld3393-bib-0010] Cooper, E. A. , Brenton, Z. W. , Flinn, B. S. , Jenkins, J. , Shu, S. , Flowers, D. , Luo, F. , Wang, Y. , Xia, P. , Barry, K. , Daum, C. , Lipzen, A. , Yoshinaga, Y. , Schmutz, J. , Saski, C. , Vermerris, W. , & Kresovich, S. (2019). A new reference genome for *Sorghum bicolor* reveals high levels of sequence similarity between sweet and grain genotypes: Implications for the genetics of sugar metabolism. BMC Genomics, 20, 420. 10.1186/s12864-019-5734-x 31133004PMC6537160

[pld3393-bib-0011] Cordell, D. , Drangert, J.‐O. , & White, S. (2009). The story of phosphorus: Global food security and food for thought. Glob Environ Change, 19, 292–305. 10.1016/j.gloenvcha.2008.10.009

[pld3393-bib-0012] Cordell, D. , & White, S. (2013). Sustainable phosphorus measures: Strategies and technologies for achieving phosphorus security. Agronomy, 3, 86–116. 10.3390/agronomy3010086

[pld3393-bib-0013] Dai, X. , Wang, Y. , Yang, A. , & Zhang, W.‐H. (2012). OsMYB2P‐1, an R2R3 MYB transcription factor, is involved in the regulation of phosphate‐starvation responses and root architecture in rice. Plant Physiology, 159, 169–183. 10.1104/pp.112.194217 22395576PMC3375959

[pld3393-bib-0014] de Sousa, S. M. , Clark, R. T. , Mendes, F. F. , de Oliveira, A. C. , de Vasconcelos, M. J. V. , Parentoni, S. N. , Kochian, L. V. , Guimarães, C. T. , & Magalhães, J. V. (2012). A role for root morphology and related candidate genes in P acquisition efficiency in maize. Functional Plant Biology, 39, 925–935. 10.1071/FP12022 32480842

[pld3393-bib-0015] de Wet, J. M. J. , & Huckabay, J. P. (1967). The origin of *Sorghum bicolor*. II. Distribution and domestication. Evolution, 21, 787–802. 10.1111/j.1558-5646.1967.tb03434.x 28563076

[pld3393-bib-0016] Deng, X. , Song, X. , Wei, L. , Liu, C. , & Cao, X. (2016). Epigenetic regulation and epigenomic landscape in rice. National Science Review, 3, 309–327. 10.1093/nsr/nww042

[pld3393-bib-0017] Devaiah, B. N. , Nagarajan, V. K. , & Raghothama, K. G. (2007). Phosphate homeostasis and root development in Arabidopsis are synchronized by the zinc finger transcription factor ZAT6. Plant Physiology, 145, 147–159. 10.1104/pp.107.101691 17631527PMC1976576

[pld3393-bib-0018] Dillon, S. L. , Shapter, F. M. , Henry, R. J. , Cordeiro, G. , Izquierdo, L. , & Lee, L. S. (2007). Domestication to crop improvement: Genetic resources for *sorghum* and *Saccharum* (Andropogoneae). Annals of Botany, 100, 975–989. 10.1093/aob/mcm192 17766842PMC2759214

[pld3393-bib-0019] Doumbia, M. D. , Hossner, L. R. , & Onken, A. B. (1993). Variable sorghum growth in acid soils of subhumid West Africa. Arid Soil Research and Rehabilitation, 7, 335–346. 10.1080/15324989309381366

[pld3393-bib-0020] Doumbia, M. D. , Hossner, L. R. , & Onken, A. B. (1998). Sorghum growth in acid soils of West Africa: Variations in soil chemical properties. Arid Soil Research and Rehabilitation, 12, 179–190.

[pld3393-bib-0075] Galkovskyi, T. , Mileyko, Y. , Bucksch, A. , Moore, B. , Symonova, O. , Price, C. A , Topp, C. N. , Iyer‐Pascuzzi, A. S. , Zurek, P. R. , Fang, S. , Harer, J. , Benfey, P. N. , & Weitz, J. S. (2012). GiA Roots: software for the high throughput analysis of plant root system architecture. BMC Plant Biology, 12, (1), 10.1186/1471-2229-12-116 PMC344435122834569

[pld3393-bib-0021] Gamuyao, R. , Chin, J. H. , Pariasca‐Tanaka, J. , Pesaresi, P. , Catausan, S. , Dalid, C. , Slamet‐Loedin, I. , Tecson‐Mendoza, E. M. , Wissuwa, M. , & Heuer, S. (2012). The protein kinase Pstol1 from traditional rice confers tolerance of phosphorus deficiency. Nature, 488, 535–539. 10.1038/nature11346 22914168

[pld3393-bib-0022] Hai‐Bo, L. I. , Ming, X. I. A. , & Ping, W. U. (2001). Effect of phosphorus deficiency stress on rice lateral root growth and nutrient absorption. Journal of Integrative Plant Biology, 43, 1154–1160.

[pld3393-bib-0023] Hu, B. , Zhu, C. , Li, F. , Tang, J. , Wang, Y. , Lin, A. , Liu, L. , Che, R. , & Chu, C. (2011). LEAF TIP NECROSIS1 plays a pivotal role in the regulation of multiple phosphate starvation responses in rice. Plant Physiology, 156, 1101–1115. 10.1104/pp.110.170209 21317339PMC3135962

[pld3393-bib-0024] Hufnagel, B. , de Sousa, S. M. , Assis, L. , Guimaraes, C. T. , Leiser, W. , Azevedo, G. C. , Negri, B. , Larson, B. G. , Shaff, J. E. , Pastina, M. M. , Barros, B. A. , Weltzien, E. , Rattunde, H. F. W. , Viana, J. H. , Clark, R. T. , Falcão, A. , Gazaffi, R. , Garcia, A. A. F. , Schaffert, R. E. , … Magalhães, J. V. (2014). Duplicate and conquer: Multiple homologs of PHOSPHORUS‐STARVATION TOLERANCE1 enhance phosphorus acquisition and sorghum performance on low‐phosphorus soils. Plant Physiology, 166, 659–677. 10.1104/pp.114.243949 25189534PMC4213096

[pld3393-bib-0025] Kent, W. J. , Zweig, A. S. , Barber, G. , Hinrichs, A. S. , & Karolchik, D. (2010). BigWig and BigBed: Enabling browsing of large distributed datasets. Bioinformatics, 26, 2204–2207. 10.1093/bioinformatics/btq351 20639541PMC2922891

[pld3393-bib-0026] Khan, G. A. , Vogiatzaki, E. , Glauser, G. , & Poirier, Y. (2016). Phosphate deficiency induces the jasmonate pathway and enhances resistance to insect herbivory. Plant Physiology, 171, 632–644. 10.1104/pp.16.00278 27016448PMC4854718

[pld3393-bib-0027] Kochian, L. V. (2012). Plant nutrition: Rooting for more phosphorus. Nature, 488, 466–467. 10.1038/488466a 22914160

[pld3393-bib-0028] Krueger, F. , & Andrews, S. R. (2011). Bismark: A flexible aligner and methylation caller for bisulfite‐Seq applications. Bioinformatics, 27, 1571–1572. 10.1093/bioinformatics/btr167 21493656PMC3102221

[pld3393-bib-0029] Leiser, W. L. , Rattunde, H. F. W. , Weltzien, E. , Cisse, N. , Abdou, M. , Diallo, A. , Tourè, A. O. , Magalhães, J. V. , & Haussmann, B. I. G. (2014). Two in one sweep: Aluminum tolerance and grain yield in P‐limited soils are associated to the same genomic region in West African sorghum. BMC Plant Biology, 14, 206. 10.1186/s12870-014-0206-6 25112843PMC4256928

[pld3393-bib-0030] Li, H. , Handsaker, B. , Wysoker, A. , Fennell, T. , Ruan, J. , Homer, N. , Marth, G. , Abecasis, G. , Durbin, R. , & 1000 Genome Project Data Processing Subgroup . (2009). The sequence alignment/map format and SAMtools. Bioinformatics, 25, 2078–2079. 10.1093/bioinformatics/btp352 19505943PMC2723002

[pld3393-bib-0031] Li, Q. , Eichten, S. R. , Hermanson, P. J. , Zaunbrecher, V. M. , Song, J. , Wendt, J. , Rosenbaum, H. , Madzima, T. F. , Sloan, A. E. , Huang, J. , Burgess, D. L. , Richmond, T. A. , McGinnis, K. M. , Meeley, R. B. , Danilevskaya, O. N. , Vaughn, M. W. , Kaeppler, S. M. , Jeddeloh, J. A. , & Springer, N. M. (2014). Genetic perturbation of the maize methylome. Plant Cell, 26, 4602–4616. 10.1105/tpc.114.133140 25527708PMC4311211

[pld3393-bib-0032] Li, X. , Huang, L. , Hong, Y. , Zhang, Y. , Liu, S. , Li, D. , Zhang, H. , & Song, F. (2015). Co‐silencing of tomato S‐adenosylhomocysteine hydrolase genes confers increased immunity against pseudomonas syringae pv. Tomato DC3000 and enhanced tolerance to drought stress. Frontiers in Plant Science, 6, 717. 10.3389/fpls.2015.00717 26442031PMC4561804

[pld3393-bib-0033] Li, Z. , Xu, C. , Li, K. , Yan, S. , Qu, X. , & Zhang, J. (2012). Phosphate starvation of maize inhibits lateral root formation and alters gene expression in the lateral root primordium zone. BMC Plant Biology, 12, 89. 10.1186/1471-2229-12-89 22704465PMC3463438

[pld3393-bib-0034] López‐Arredondo, D. L. , Leyva‐González, M. A. , González‐Morales, S. I. , López‐Bucio, J. , & Herrera‐Estrella, L. (2014). Phosphate nutrition: Improving low‐phosphate tolerance in crops. Annual Review of Plant Biology, 65, 95–123. 10.1146/annurev-arplant-050213-035949 24579991

[pld3393-bib-0035] López‐Bucio, J. , Hernández‐Abreu, E. , Sánchez‐Calderón, L. , Nieto‐Jacobo, M. F. , Simpson, J. , & Herrera‐Estrella, L. (2002). Phosphate availability alters architecture and causes changes in hormone sensitivity in the Arabidopsis root system. Plant Physiology, 129, 244–256. 10.1104/pp.010934 12011355PMC155888

[pld3393-bib-0036] Lynch, J. P. (2011). Root phenes for enhanced soil exploration and phosphorus acquisition: Tools for future crops. Plant Physiology, 156, 1041–1049. 10.1104/pp.111.175414 21610180PMC3135935

[pld3393-bib-0037] Lynch, J. P. , & Brown, K. M. (2001). Topsoil foraging: An architectural adaptation of plants to low phosphorus. Plant and Soil, 237, 225–237. 10.1023/A:1013324727040

[pld3393-bib-0038] MacDonald, G. K. , Bennett, E. M. , Potter, P. A. , & Ramankutty, N. (2011). Agronomic phosphorus imbalances across the worlds croplands. Proceedings of the National Academy of Sciences of the United States of America, 108, 3086–3091. 10.1073/pnas.1010808108 21282605PMC3041096

[pld3393-bib-0039] Magnavaca, R. , Gardner, C. O. , & Clark, R. B. (1987). Inheritance of aluminum tolerance in maize. In W. H. Gabelman & B. C. Loughman (Eds.), Genetic aspects of plant mineral nutrition: Proceedings of the second international symposium on genetic aspects of plant mineral nutrition, organized by the University of Wisconsin, Madison, June 16–20, 1985 (pp. 201–212). Springer Netherlands. 10.1007/978-94-009-3581-5_18

[pld3393-bib-0040] McCormick, R. F. , Truong, S. K. , Sreedasyam, A. , Jenkins, J. , Shu, S. , Sims, D. , Kennedy, M. , Amirebrahimi, M. , Weers, B. D. , McKinley, B. , Mattison, A. , Morishige, D. , Grimwood, J. , Schmutz, J. , & Mullet, J. E. (2018). The *Sorghum bicolor* reference genome: Improved assembly, gene annotations, a transcriptome atlas, and signatures of genome organization. The Plant Journal, 93, 338–354. 10.1111/tpj.13781 29161754

[pld3393-bib-0041] Medici, A. , Szponarski, W. , Dangeville, P. , Safi, A. , Dissanayake, I. M. , Saenchai, C. , Emanuel, A. , Rubio, V. , Lacombe, B. , Ruffel, S. , Tanurdzic, M. , Rouached, H. , & Krouk, G. (2019). Identification of molecular integrators shows that nitrogen actively controls the phosphate starvation response in plants. Plant Cell, 31, 1171–1184. 10.1105/tpc.18.00656 30872321PMC6533016

[pld3393-bib-0042] Mei, Y. , Zhao, Y. , Jin, X. , Wang, R. , Xu, N. , Hu, J. , Huang, L. , Guan, R. , & Shen, W. (2019). L‐cysteine desulfhydrase‐dependent hydrogen sulfide is required for methane‐induced lateral root formation. Plant Molecular Biology, 99, 283–298. 10.1007/s11103-018-00817-3 30623274

[pld3393-bib-0043] Miller, C. R. , Ochoa, I. , Nielsen, K. L. , Beck, D. , & Lynch, J. P. (2003). Genetic variation for adventitious rooting in response to low phosphorus availability: Potential utility for phosphorus acquisition from stratified soils. Functional Plant Biology, 30, 973–985. 10.1071/FP03078 32689082

[pld3393-bib-0044] Mora‐Macías, J. , Ojeda‐Rivera, J. O. , Gutiérrez‐Alanís, D. , Yong‐Villalobos, L. , Oropeza‐Aburto, A. , Raya‐González, J. , Jiménez‐Domínguez, G. , Chávez‐Calvillo, G. , Rellán‐Álvarez, R. , & Herrera‐Estrella, L. (2017). Malate‐dependent Fe accumulation is a critical checkpoint in the root developmental response to low phosphate. Proceedings of the National Academy of Sciences, 114, E3563–E3572. 10.1073/pnas.1701952114 PMC541083328400510

[pld3393-bib-0045] Müller, J. , Toev, T. , Heisters, M. , Teller, J. , Moore, K. L. , Hause, G. , Dinesh, D. C. , Bürstenbinder, K. , & Abel, S. (2015). Iron‐dependent callose deposition adjusts root meristem maintenance to phosphate availability. Developmental Cell, 33, 216–230. 10.1016/j.devcel.2015.02.007 25898169

[pld3393-bib-0046] Nguyen, H. N. , Kim, J. H. , Jeong, C. Y. , Hong, S.‐W. , & Lee, H. (2013). Inhibition of histone deacetylation alters Arabidopsis root growth in response to auxin via PIN1 degradation. Plant Cell Reports, 32, 1625–1636. 10.1007/s00299-013-1474-6 23820978

[pld3393-bib-0047] Okazaki, Y. , Otsuki, H. , Narisawa, T. , Kobayashi, M. , Sawai, S. , Kamide, Y. , Kusano, M. , Aoki, T. , Hirai, M. Y. , & Saito, K. (2013). A new class of plant lipid is essential for protection against phosphorus depletion. Nature Communications, 4, 1510. 10.1038/ncomms2512 PMC358671823443538

[pld3393-bib-0048] Parentoni, S. N. , & de Souza, C. L. Jr. (2008). Phosphorus acquisition and internal utilization efficiency in tropical maize genotypes. Pesqui Agropecu Bras, 43, 893–901. 10.1590/S0100-204X2008000700014

[pld3393-bib-0049] Parentoni, S. N. , de Souza, C. L. Jr. , de Carvalho Alves, V. M. , Gama, E. E. G. , Coelho, A. M. , de Oliveira, A. C. , Guimarães, P. E. O. , Guimarães, C. T. , Vasconcelos, M. J. V. , Patto Pacheco, C. A. , Meirelles, W. F. , de Magalhães, J. V. , Moreira Guimarães, L. J. , da Silva, A. R. , Ferreira Mendes, F. , & Schaffert, R. E. (2010). Inheritance and breeding strategies for phosphorous efficiency in tropical maize (Zea mays L). Maydica, 55, 1.

[pld3393-bib-0050] Park, B. S. , Seo, J. S. , & Chua, N.‐H. (2014). NITROGEN LIMITATION ADAPTATION recruits PHOSPHATE2 to target the PHOSPHATE transporter PT2 for degradation during the regulation of Arabidopsis PHOSPHATE homeostasis. Plant Cell, 26, 454–464. 10.1105/tpc.113.120311 24474629PMC3963589

[pld3393-bib-0051] Paterson, A. H. , Bowers, J. E. , Bruggmann, R. , Dubchak, I. , Grimwood, J. , Gundlach, H. , Haberer, G. , Hellsten, U. , Mitros, T. , Poliakov, A. , Schmutz, J. , Spannagl, M. , Tang, H. , Wang, X. , Wicker, T. , Bharti, A. K. , Chapman, J. , Feltus, F. A. , Gowik, U. , … Rokhsar, D. S. (2009). The *Sorghum bicolor* genome and the diversification of grasses. Nature, 457, 551–556. 10.1038/nature07723 19189423

[pld3393-bib-0052] Peng, Y. , Xiong, D. , Zhao, L. , Ouyang, W. , Wang, S. , Sun, J. , Zhang, Q. , Guan, P. , Xie, L. , Li, W. , Li, G. , Yan, J. , & Li, X. (2019). Chromatin interaction maps reveal genetic regulation for quantitative traits in maize. Nature Communications, 10, 2632. 10.1038/s41467-019-10602-5 PMC657283831201335

[pld3393-bib-0053] Péret, B. , Desnos, T. , Jost, R. , Kanno, S. , Berkowitz, O. , & Nussaume, L. (2014). Root architecture responses: In search of phosphate. Plant Physiology, 166, 1713–1723. 10.1104/pp.114.244541 25341534PMC4256877

[pld3393-bib-0054] Quinlan, A. R. , & Hall, I. M. (2010). BEDTools: A flexible suite of utilities for comparing genomic features. Bioinformatics, 26, 841–842. 10.1093/bioinformatics/btq033 20110278PMC2832824

[pld3393-bib-0055] Ramírez, F. , Ryan, D. P. , Grüning, B. , Bhardwaj, V. , Kilpert, F. , Richter, A. S. , Heyne, S. , Dündar, F. , & Manke, T. (2016). deepTools2: A next generation web server for deep‐sequencing data analysis. Nucleic Acids Research, 44, W160. 10.1093/nar/gkw257 27079975PMC4987876

[pld3393-bib-0056] Regulski, M. , Lu, Z. , Kendall, J. , Donoghue, M. T. A. , Reinders, J. , Llaca, V. , Deschamps, S. , Smith, A. , Levy, D. , McCombie, R. , Tingey, S. , Rafalski, A. , Hicks, J. , Ware, D. , & Martienssen, R. A. (2013). The maize methylome influences mRNA splice sites and reveals widespread paramutation‐like switches guided by small RNA. Genome Research, 23, 1651–1662. 10.1101/gr.153510.112 23739895PMC3787262

[pld3393-bib-0057] Robinson, J. T. , Thorvaldsdóttir, H. , Winckler, W. , Guttman, M. , Lander, E. S. , Getz, G. , & Mesirov, J. P. (2011). Integrative genomics viewer. Nature Biotechnology, 29, 24–26. 10.1038/nbt.1754 PMC334618221221095

[pld3393-bib-0058] Romero, L. C. , Aroca, M. Á. , Laureano‐Marín, A. M. , Moreno, I. , García, I. , & Gotor, C. (2014). Cysteine and cysteine‐related signaling pathways in Arabidopsis thaliana. Molecular Plant, 7, 264–276. 10.1093/mp/sst168 24285094

[pld3393-bib-0059] Schulze, J. , Temple, G. , Temple, S. J. , Beschow, H. , & Vance, C. P. (2006). Nitrogen fixation by white lupin under phosphorus deficiency. Annals of Botany, 98, 731–740. 10.1093/aob/mcl154 16855013PMC2806177

[pld3393-bib-0060] Shannon, P. , Markiel, A. , Ozier, O. , Baliga, N. S. , Wang, J. T. , Ramage, D. , Amin, N. , Schwikowski, B. , & Ideker, T. (2003). Cytoscape: A software environment for integrated models of biomolecular interaction networks. Genome Research, 13, 2498–2504. 10.1101/gr.1239303 14597658PMC403769

[pld3393-bib-0061] Shi, J. , Dong, A. , & Shen, W.‐H. (2014). Epigenetic regulation of rice flowering and reproduction. Frontiers in Plant Science, 5, 803.2567409410.3389/fpls.2014.00803PMC4309181

[pld3393-bib-0062] Smith, A. P. , Jain, A. , Deal, R. B. , Nagarajan, V. K. , Poling, M. D. , Raghothama, K. G. , & Meagher, R. B. (2010). Histone H2A.Z regulates the expression of several classes of phosphate starvation response genes but not as a transcriptional activator. Plant Physiology, 152, 217–225. 10.1104/pp.109.145532 19897606PMC2799358

[pld3393-bib-0063] Szklarczyk, D. , Gable, A. L. , Lyon, D. , Junge, A. , Wyder, S. , Huerta‐Cepas, J. , Simonovic, M. , Doncheva, N. T. , Morris, J. H. , Bork, P. , Jensen, L. J. , & von Mering, J. (2018). STRING v11: Protein–protein association networks with increased coverage, supporting functional discovery in genome‐wide experimental datasets. Nucleic Acids Research, 47, D607–D613.10.1093/nar/gky1131PMC632398630476243

[pld3393-bib-0064] Thibaud, M.‐C. , Arrighi, J.‐F. , Bayle, V. , Chiarenza, S. , Creff, A. , Bustos, R. , Paz‐Ares, J. , Poirier, Y. , & Nussaume, L. (2010). Dissection of local and systemic transcriptional responses to phosphate starvation in Arabidopsis. The Plant Journal, 64, 775–789. 10.1111/j.1365-313X.2010.04375.x 21105925

[pld3393-bib-0065] Wang, C. , Tariq, R. , Ji, Z. , Wei, Z. , Zheng, K. , Mishra, R. , & Zhao, K. (2019). Transcriptome analysis of a rice cultivar reveals the differentially expressed genes in response to wild and mutant strains of Xanthomonas oryzae pv. Oryzae. Scientific Reports, 9, 3757. 10.1038/s41598-019-39928-2 30842619PMC6403221

[pld3393-bib-0066] Wang, H.‐L. , Yang, S.‐H. , Lv, M. , Ding, S.‐W. , Li, J.‐Y. , Xu, C.‐L. , & Xie, H. (2020). RNA‐Seq revealed that infection with white tip nematodes could downregulate rice photosynthetic genes. Functional & Integrative Genomics, 20, 367–381. 10.1007/s10142-019-00717-9 31713833

[pld3393-bib-0067] Wang, Z. , Mao, J.‐L. , Zhao, Y.‐J. , Li, C.‐Y. , & Xiang, C.‐B. (2015). L‐cysteine inhibits root elongation through auxin/PLETHORA and SCR/SHR pathway in *Arabidopsis thaliana* . Journal of Integrative Plant Biology, 57, 186–197. 10.1111/jipb.12213 24798139

[pld3393-bib-0068] West, P. T. , Li, Q. , Ji, L. , Eichten, S. R. , Song, J. , Vaughn, M. W. , Schmitz, R. J. , & Springer, N. M. (2014). Genomic distribution of H3K9me2 and DNA methylation in a maize genome. PLoS ONE, 9, e105267. 10.1371/journal.pone.0105267 25122127PMC4133378

[pld3393-bib-0069] Yong‐Villalobos, L. , González‐Morales, S. I. , Wrobel, K. , Gutiérrez‐Alanis, D. , Cervantes‐Peréz, S. A. , Hayano‐Kanashiro, C. , Oropeza‐Aburto, A. , Cruz‐Ramírez, A. , Martínez, O. , & Herrera‐Estrella, L. (2015). Methylome analysis reveals an important role for epigenetic changes in the regulation of the Arabidopsis response to phosphate starvation. Proceedings of the National Academy of Sciences of the United States of America, 112, E7293–E7302. 10.1073/pnas.1522301112 26668375PMC4702951

[pld3393-bib-0070] Zhao, Q. , Wu, Y. , Gao, L. , Ma, J. , Li, C.‐Y. , & Xiang, C.‐B. (2014). Sulfur nutrient availability regulates root elongation by affecting root indole‐3‐acetic acid levels and the stem cell niche. Journal of Integrative Plant Biology, 56, 1151–1163. 10.1111/jipb.12217 24831283

[pld3393-bib-0071] Zhou, J. , Jiao, F. , Wu, Z. , Li, Y. , Wang, X. , He, X. , Zhong, W. , & Wu, P. (2008). OsPHR2 is involved in phosphate‐starvation signaling and excessive phosphate accumulation in shoots of plants. Plant Physiology, 146, 1673–1686. 10.1104/pp.107.111443 18263782PMC2287342

[pld3393-bib-0072] Zhou, P. , Li, Z. , Magnusson, E. , Gomez Cano, F. , Crisp, P. A. , Noshay, J. M. , Grotewold, E. , Hirsch, C. N. , Briggs, S. P. , & Springer, N. M. (2020). Meta gene regulatory networks in maize highlight functionally relevant regulatory interactions. Plant Cell, 32, 1377–1396. 10.1105/tpc.20.00080 32184350PMC7203921

[pld3393-bib-0073] Zhu, A. , Greaves, I. K. , Dennis, E. S. , & Peacock, W. J. (2017). Genome‐wide analyses of four major histone modifications in Arabidopsis hybrids at the germinating seed stage. BMC Genomics, 18, 137. 10.1186/s12864-017-3542-8 28173754PMC5297046

# Supplementary material for: Sorghum root epigenetic landscape during limiting phosphorus conditions
**Source:** Plant Direct. 2022 May 14;6(5):e393. doi: 10.1002/pld3.393
**Supplement:** Supplementary file 8 — Figure S5. RNA‐seq Expression Heatmaps of Selected Transcription Factor Family Genes. Gene expression across root regions for A) WKRY, B) NAC, C) bZIP, D) B3‐domain containing, and E) AP2 transcription factor family genes. GO enrichment of top‐expressed transcription factors in LP in the lateral root regions returns auxin‐activated signaling pathway (GO:0009734). The negatively expressed genes in LP in the apex region return response to chitin (GO:0010200) and abscisic acid‐activated (ABA) signaling pathway (GO:0009738) as well as the auxin‐activated signaling pathway (GO:0009734). Hierarchical clustering was performed with the built‐in heatmap.2 function in rStudio.

A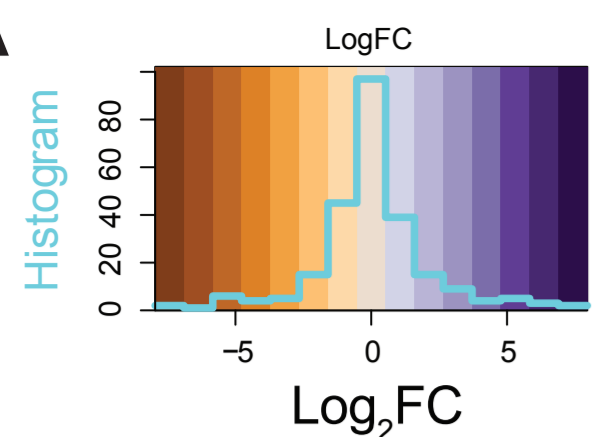**Heatmap RNAseq of WRKY TFs Root SP/LP**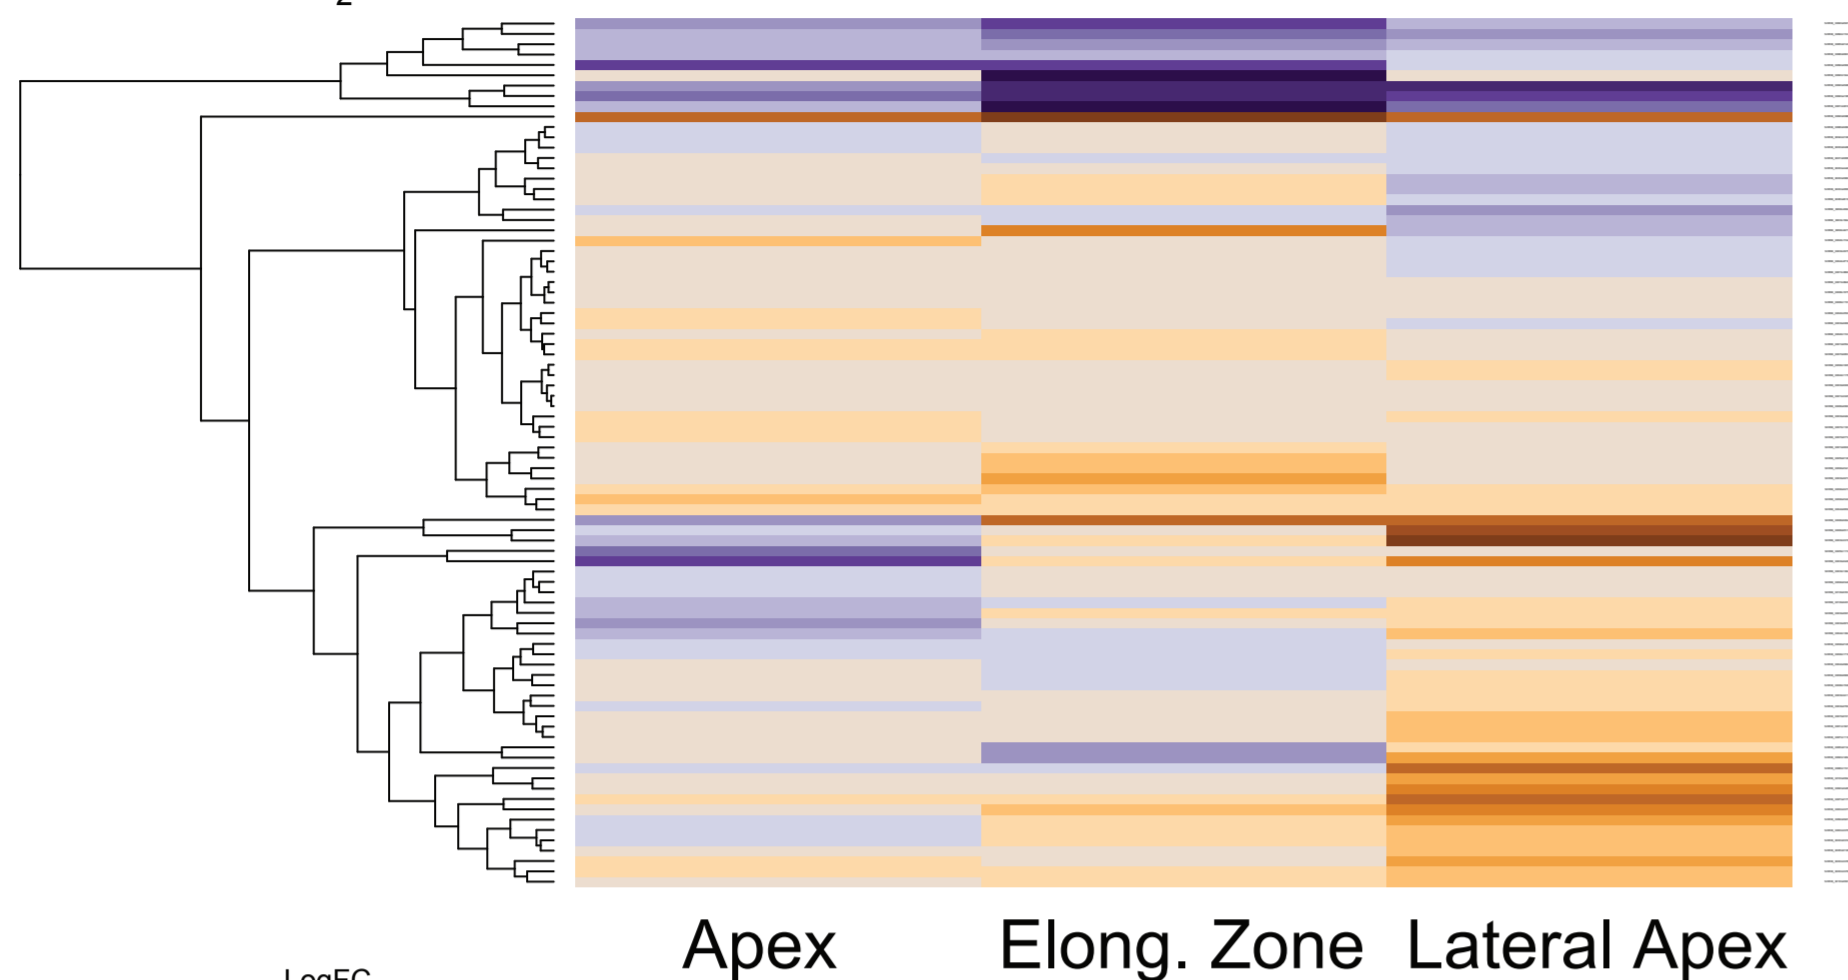**B**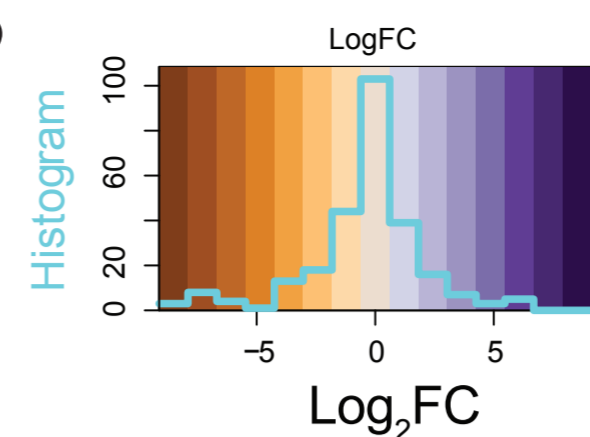**Heatmap RNAseq of NAC TFs Root SP/LP**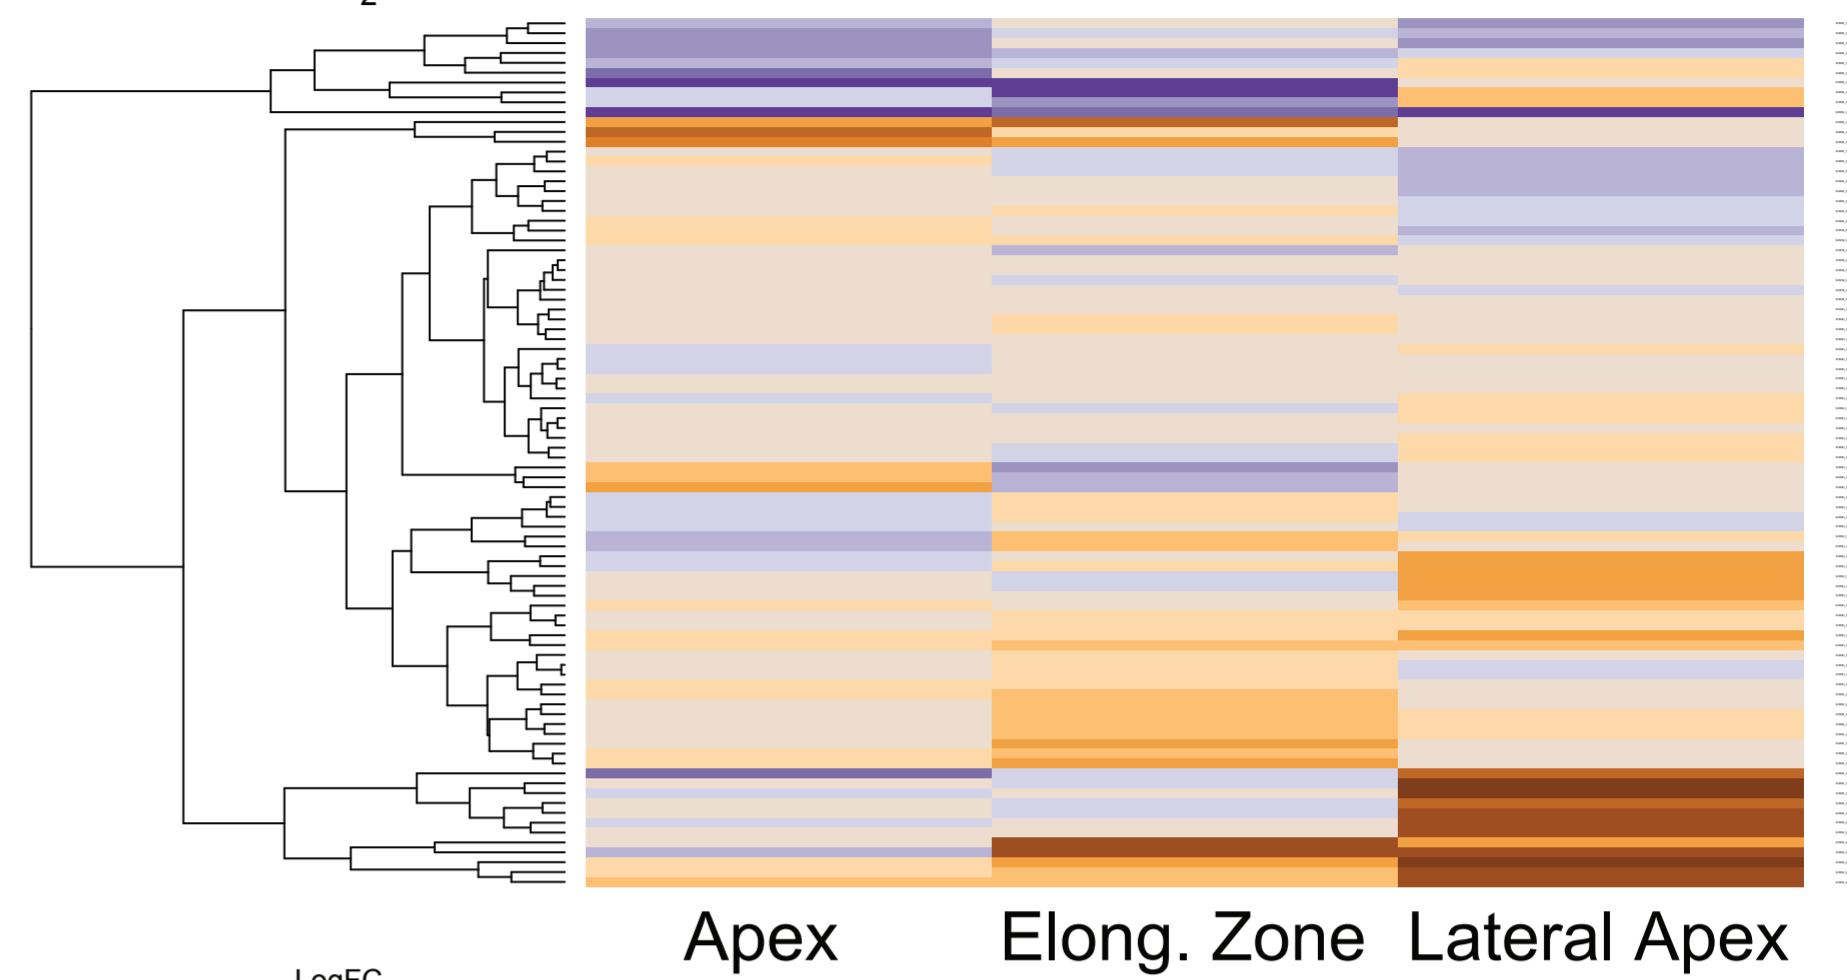**C**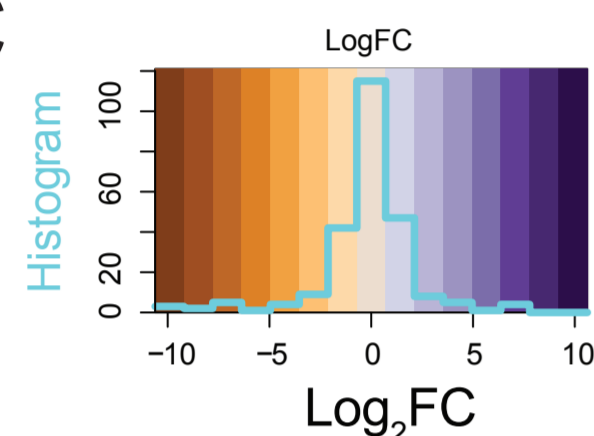**Heatmap RNAseq of bZIP TFs Root SP/LP**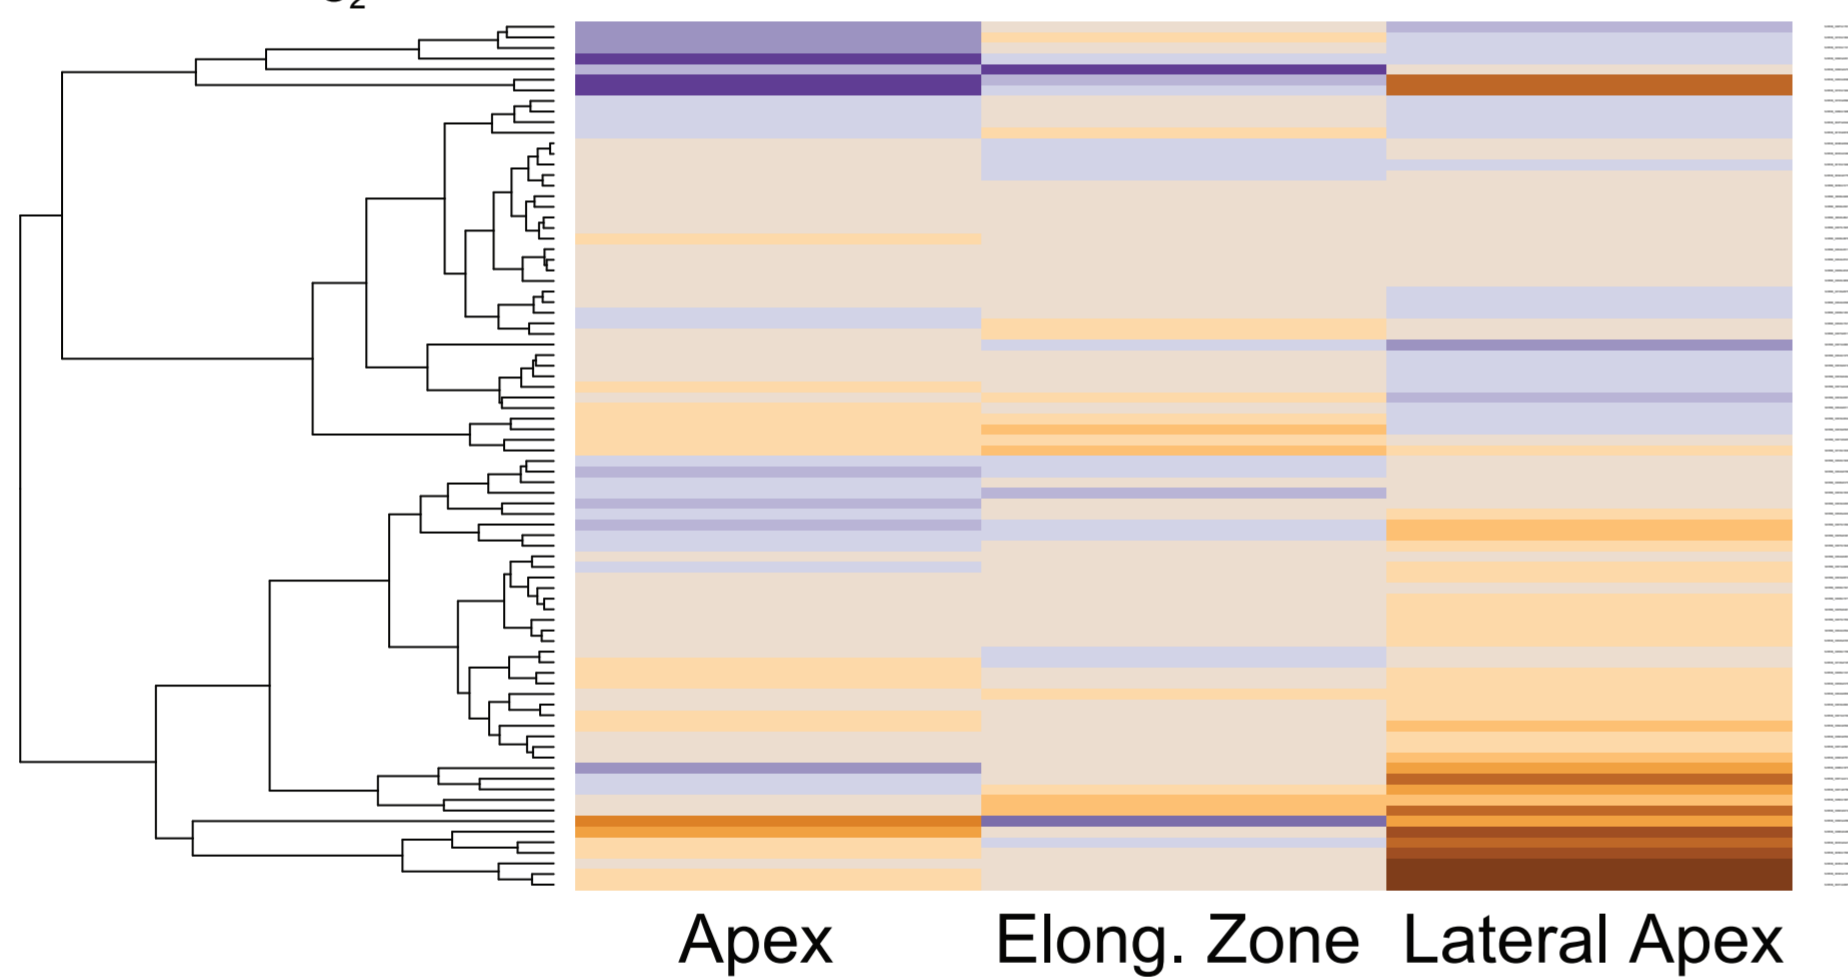**D**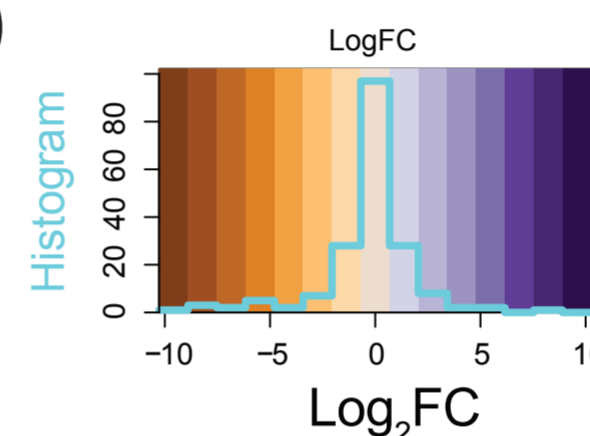**Heatmap RNAseq of B3 Domain TFs Root SP/LP**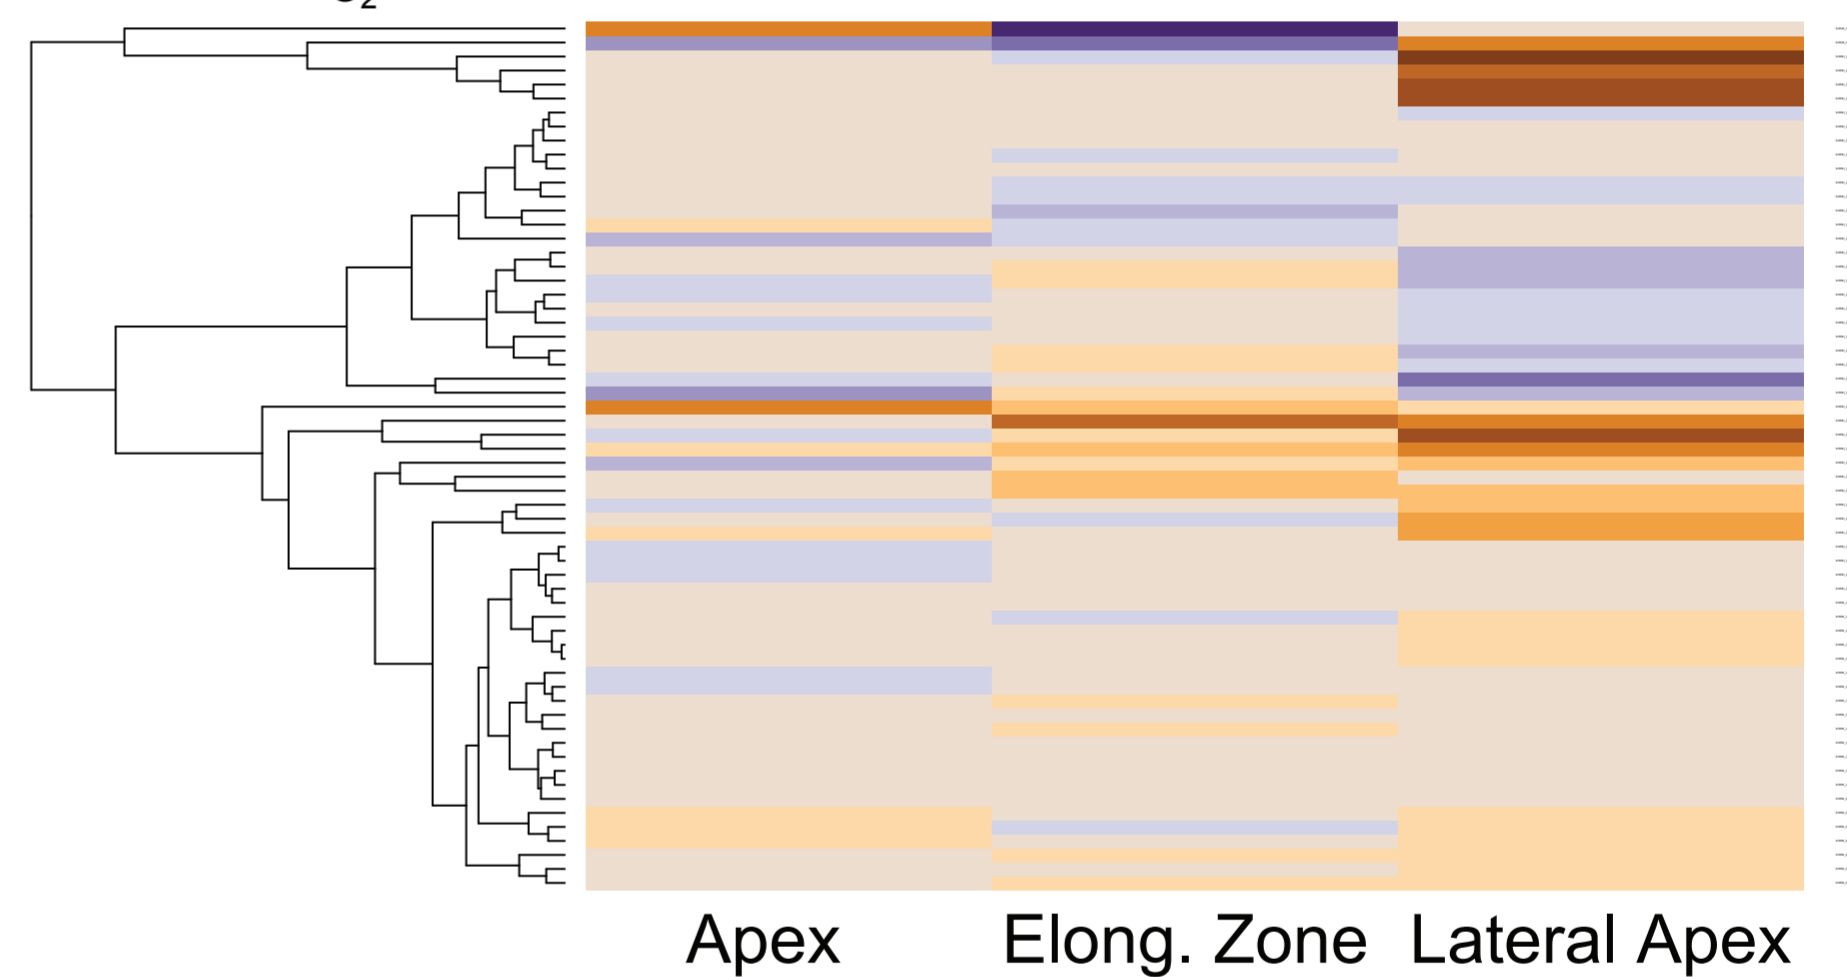**E**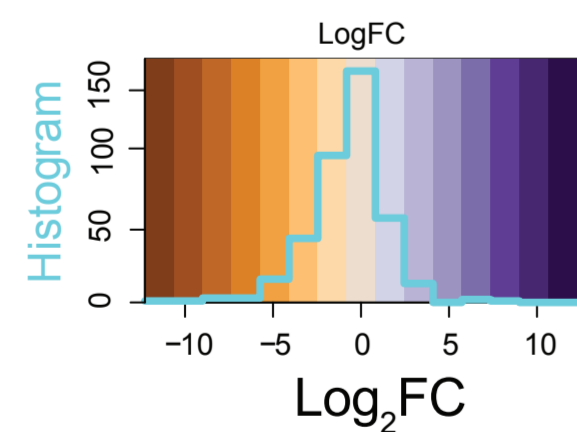**Heatmap RNAseq of AP2 TFs Root SP/LP**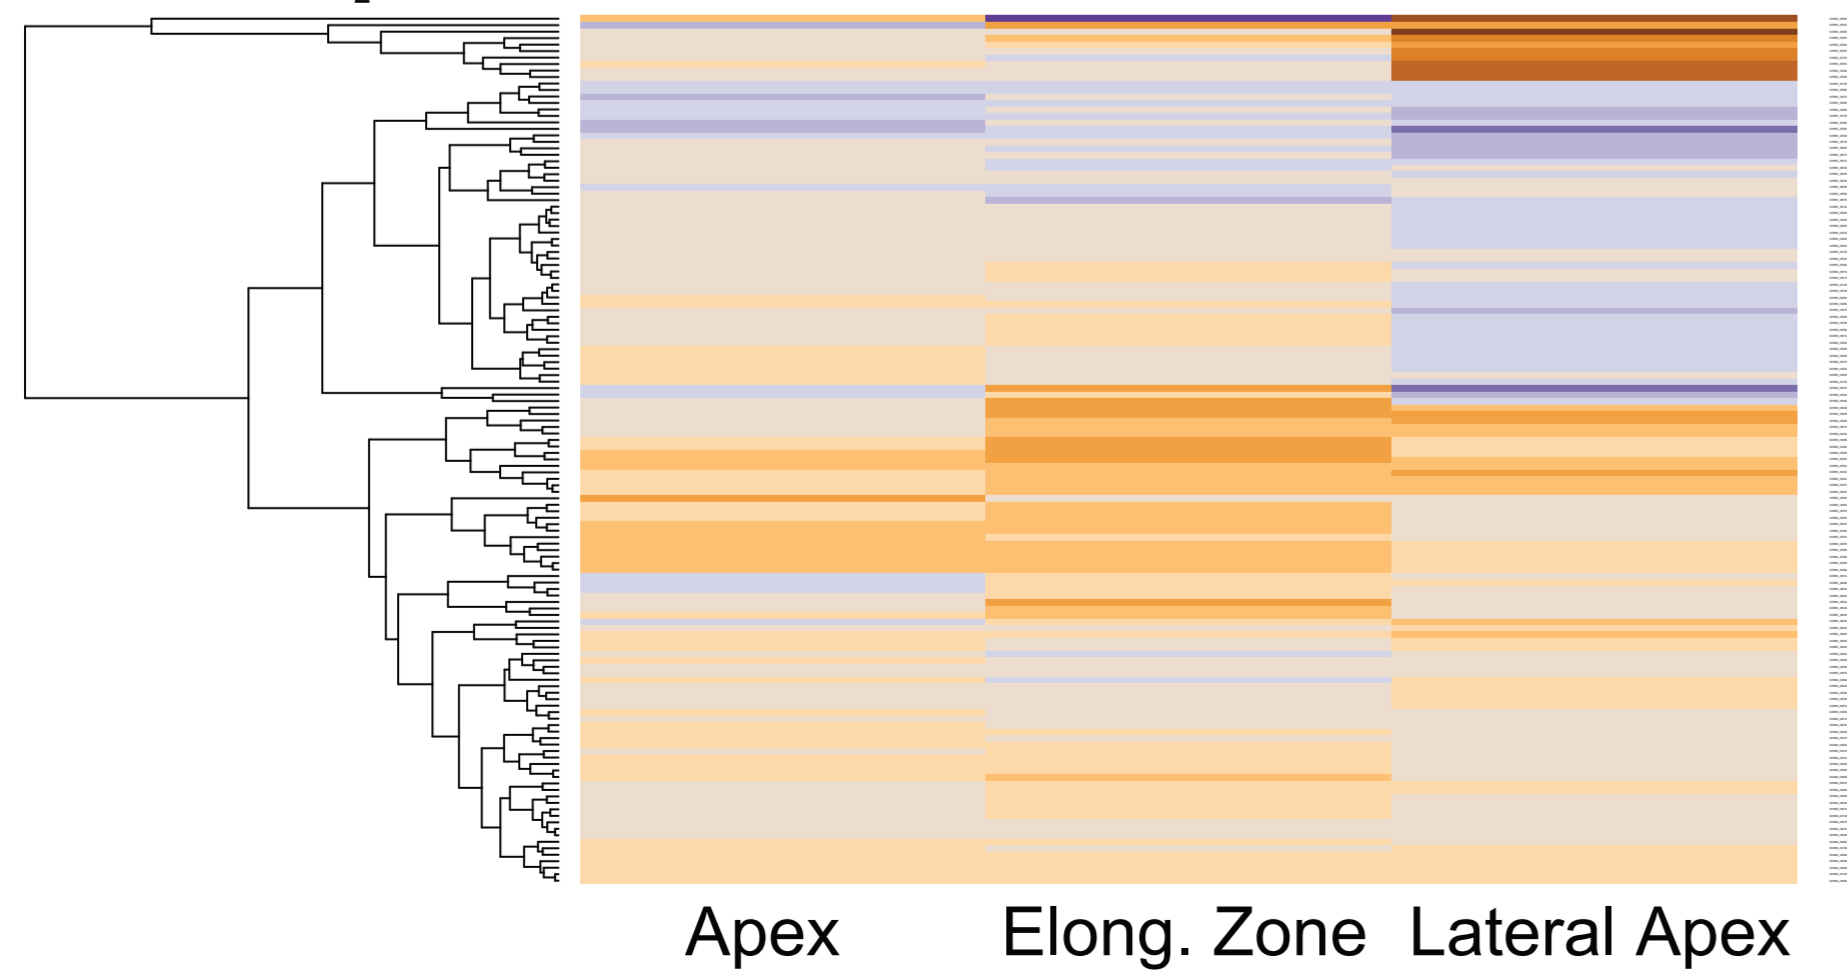

**Up-regulated
During LP**

**Down-regulated
During LP**

# Supplementary material for: Sorghum root epigenetic landscape during limiting phosphorus conditions
**Source:** Plant Direct. 2022 May 14;6(5):e393. doi: 10.1002/pld3.393

Phosphorus
Level

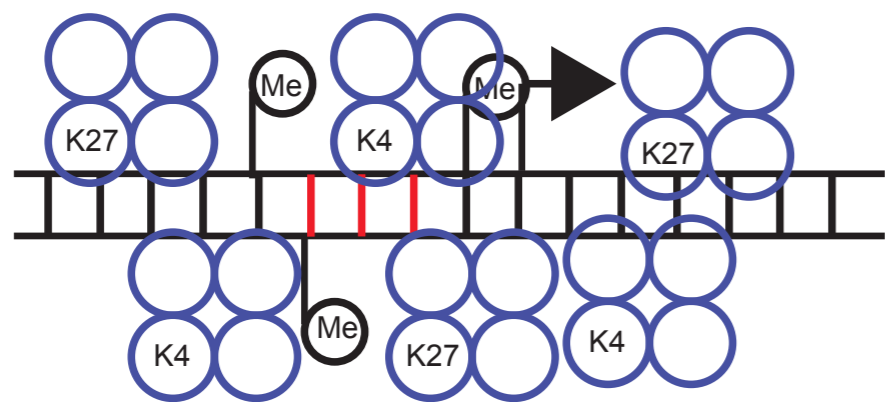

DNA Hypomethylation
H3K4me3
H3K27me3

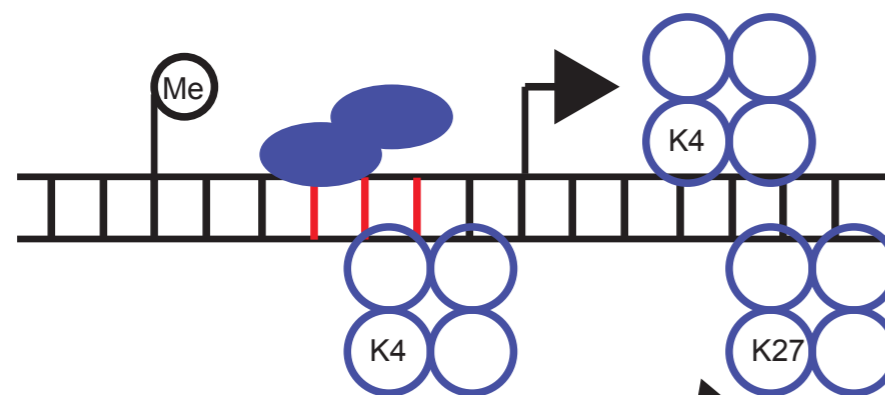

NAC
WKRY
NLP
LOB
AP2

Lateral Root
Auxin Signaling
Cysteine/Sulfer
Metabolism
PSI
Apical Root
Auxin Signaling
Apical Root
ABA Signaling
SHR, SCR, RTCS

SP

LP

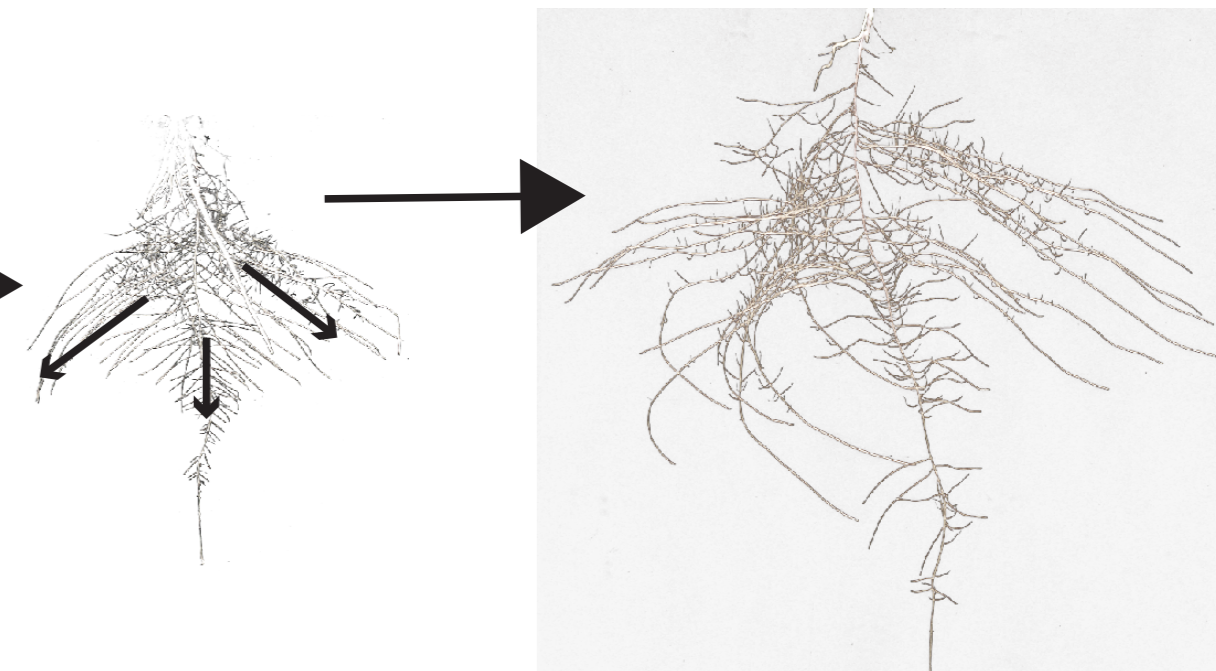

**Supplement:** Supplementary file 10 — Figure S7. Model depicting DNA methylation and H3K4 and H3K27 trimethylation decreasing globally during growth under limiting phosphorus conditions. This shift in epigenetic peaks results in more open chromatin for transcription factor binding, up‐regulating the expression of certain transcription factors via a feedback loop and ultimately increasing the expression of several developmental, metabolic, and hormone signaling pathways in the lateral root apical region. This shift ultimately modulates the RSA to predominantly increase lateral root growth to better mine phosphorus from low P soils.

How the deposited data were processed for this re-analysis (not part of the article)

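RNA-seq was made from the root apex, the elongation zone and the lateral root apex of BTx623 plants under sufficient phosphorus (SP, 45 μM phosphate) and limiting phosphorus (LP, 2.5 μM) at day 10, and bisulfite sequencing from roots of plants grown the same way. The conditions were taken from the sample labels, with phosphate levels and days from the methods. The labels give 2 RNA-seq libraries for each phosphorus level of the root apex and the elongation zone, 1 for each level of the lateral root apex, and 2 bisulfite libraries per level. The labels of the elongation zone name the intermediate root, 1 LP library of the root apex has a tissue label that names the whole root, and the bisulfite libraries are labelled whole root where the methods name root apices. ChIP-seq samples have no processed file and were not analysed here.

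The authors trimmed the RNA-seq reads with Trimmomatic, merged them with SAMtools and ran kallisto against the sorghum annotation, and the deposited files give estimated counts per transcript that were not normalized. The same deposited files give TPM values within each library, made by kallisto, and transcript lengths, which were not used for a test here. For bisulfite sequencing the authors trimmed with Trim Galore, aligned with Bismark and compared LP with SP with methylKit. The deposited tables of that comparison hold, for each listed cytosine, a signed difference in percent methylation (a score in percentage points that the authors computed between the groups) and the authors' p-value and q-value from methylKit. For RNA-seq the methods name the v3.4.1 sorghum genome and rStudio v3.6.1. Versions of the tools named here, the genome build for Bismark and the coverage minimum are not given in the sources used here, and which group was subtracted is not written in the tables.

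Each library holds 47110 transcript IDs and 10114584 to 19067049 estimated counts. Counts were rounded to whole numbers, and edgeR 4.0.16 (limma 3.58.1, R 4.3.3) was fitted to all 10 libraries as 6 groups, with TMM normalization, the filter filterByExpr by group and the quasi-likelihood test. There are 4 residual degrees of freedom, all from the root apex and the elongation zone, and the common dispersion was 0.346. The filter kept 33039 transcripts. P-values were adjusted by the method of Benjamini and Hochberg over all tested transcripts, with a threshold of 0.05. The tests were LP against SP in each region and the difference of these log2 fold changes between each pair of regions. CPM values are TMM-normalized, the standard error of a log2 fold change is the fold change over the square root of the F statistic, and errors of CPM are the SD over 2 libraries. The lateral libraries have no replicate and were assumed to vary like the replicates of the other regions. For a group at 0 counts a lower bound of the fold was computed against 3 counts over the group, and for 1 to 3 counts a ratio with a 95% counting interval is given. PCR copies are not independent molecules, so floors and intervals cover counting error only.

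Tested on simulated counts with the same libraries and groups, edgeR recovered 79% of transcripts changed by 4 on the log2 scale in the root apex, 74% in the elongation zone and 23% in the lateral root apex, and 14%, 11% and 0% of those changed by 2. Of its calls, 4.12%, 5.56% and 8% were false. DESeq2 1.42.0 recovered 96%, 95% and 84% at a change of 4, and 47.6%, 50% and 53.9% of its calls were false (141, 161 and 123 unchanged transcripts). EdgeR had been set as the test for the values reported, and DESeq2 as an alternative, before the data were examined. The simulation changed 100 transcripts by 4 and 100 by 2 among 33039. The changed transcripts were all drawn from those at a mean of at least 5 CPM, so the recovered shares do not cover lower counts. Before these changes every group had the same mean. The simulation used the spread that edgeR estimated and let the lateral libraries vary like the others. The false shares depend on these settings and are not those of the calls on the real counts.

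A transcript was paired with a gene only where Data S1 or the readable part of Data S2 pairs them, which gave 775 IDs (1.65%). As this lies under the 80% set beforehand, tests were made on transcripts and not on gene sums, and an offset for transcript length was not used. None of the 47110 IDs matched the 32945 genes of the RefSeq gene table at hand. Of Data S2, 1999 rows were read and 393 were left out of the copy, so that it served for description only. Names by Arabidopsis ID are those of the match that Data S2 gives in another species.

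Sample conditions, comparisons, tests, alternatives and the rule for named genes were set before the data were examined, apart from tests and alternatives marked as chosen after the data or results were seen. By that rule, the 8 largest rises and 8 largest falls per region at a mean of at least 5 CPM, called and changed the same way in both same-numbered pairs, the 5 largest differences each way between regions, every gene the paper names and the core PSI list were to be named. The text names part of the core list, and genes of the paper that no source used here pairs with a transcript ID have no value. Most transcripts that the rule selects have no gene name in the sources used here, and of such transcripts at most 2 that rose and 2 that fell are named, while named genes outside the rule are marked as chosen after their values were seen. The core PSI list of 20 genes (23 transcripts, 22 tested) was taken by Arabidopsis ID and InterPro name, and values in Data S1 had been seen. Sets were tested with camera (limma) on log2 CPM, with the preset correlation of 0.01 and with an estimated one. The lists planned by product description were not made, since no description is paired with the transcript IDs. InterPro groups of Data S1 were made by hand from the InterPro names.

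Principal component analysis and Pearson and Spearman correlations were computed across transcripts from the log2 fold changes. Changes of at least 2-fold were counted on log2(CPM + 1) of group means, with single-library pairs as an alternative. The alternatives were DESeq2, normalization by DESeq2's size factors, no filter on low counts, at least 10 counts in every library, only the 4 libraries of a region, a replicate block, leaving out each replicate, stricter limits for methylation, and others that the closing section names.

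For methylation no new test was made. Python 3.11.15 with pandas 2.3.3 and SciPy 1.17.1 counted the 145883 listed cytosines by context and sign, with exact binomial (Clopper-Pearson) 95% intervals. Each listed interval is 1 base, and the coverage per site is not in the tables. Adjoining cytosines of the same direction were merged as an alternative. Location relative to genes was not analysed, because no annotation was at hand. The plot was drawn with matplotlib 3.10.9.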

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

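The tests of zeros shared between libraries, the split of calls by zeros, the test of rises from 10 counts or more, the score at other folds and with libraries kept out, the fits with a plant pool and the fits that leave out transcripts at 0 counts in 1 library or add fragment length as a block were chosen after the results were seen, and so were the limits by which these tests and the test on CHH clusters were read as open.

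The LP response differed between regions in tests of the difference itself. It differed for 167 transcripts between the lateral root apex and the root apex, for 282 between the lateral root apex and the elongation zone and for 4 between the elongation zone and the root apex (adjusted p under 0.05 from edgeR). The lateral libraries have no replicate and were assumed to vary like the others. With fragment length as a block the counts were 23, 98 and 0, where 3343 passed an unadjusted p under 0.05 in the last comparison. The 4 were not called with a replicate block (3155) or a plant pool (4013) either, and DESeq2 called 686 more and 256 less positive in the elongation zone.

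Changes also appeared in transcripts outside Data S1 and the readable part of Data S2. Whether other lists of the paper hold them was not analysed here. In the root apex 68 of 72 called transcripts were outside these lists (11 higher and 57 lower), in the elongation zone 200 of 214 (126 and 74) and in the lateral root apex 573 of 588 (476 and 97). Among them EER94142 rose in all 3 regions, with log2 fold changes of 3.19 in the root apex (adjusted p = 0.0277), 2.74 in the elongation zone (adjusted p = 0.0151) and 1.90 in the lateral root apex (adjusted p = 0.0430). EER99917, chosen after its values were seen, fell in all 3, with −4.45 (adjusted p = 0.0385), −6.35 (adjusted p = 0.0151) and −5.23 (adjusted p = 0.0297). The root apex calls (adjusted p = 0.0510 and 0.0725) and lateral calls (adjusted p = 0.0684 and 0.0504) of both did not hold with a replicate block. None of these calls held without an SP library of the root apex or elongation zone (adjusted p = 0.0548 to 0.194). Without a root apex LP library both elongation zone calls held, and the root apex calls (adjusted p = 0.124 to 0.219) and the lateral rise of EER94142 (adjusted p = 0.0655 and 0.0668) did not, while the lateral fall of EER99917 held without replicate 1 (adjusted p = 0.0498) and not without replicate 2 (adjusted p = 0.0501).

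More transcripts rose in the lateral root apex (488) than in the elongation zone (137) or the root apex (12), and 240 of its rises started from 0 counts in the lateral SP library. For these 240, reads that kallisto can move between transcripts of a gene or of paralogs are a candidate explanation, since 92.1% (95% interval 87.9% to 95.2%) had non-whole estimated counts in other libraries (tolerance 0.01), 36.7 percentage points more than transcripts of similar mean CPM, against 2.65 points for rises from 10 counts or more. The use of 1 library per phosphorus level stays open, as the largest of the 8 single-library pairs of the other regions reached 0.913 times the rises of the lateral pair, between the bounds set beforehand. A loss of transcripts from the lateral SP library cannot be told apart from their absence in the tissue. Its zeros were shared with elongation zone LP replicate 2 at 13.6 times the number expected, and with another library at 4.26 to 16.8 times. This sharing does not bear on these rises, of which 1 is at 0 in that replicate. At a mean of 5 CPM or more, 0.418% of the transcripts at 0 in both libraries were called against 41.9% of those at 0 in the lateral SP library alone. Their median dispersions were 1.17 and 0.247, and a larger dispersion makes a call less likely, so the test itself keeps shared zeros out. The 212 rises from 10 counts or more do not decide it either. They outnumber the 137 of the elongation zone, while other filters gave 56 against 184 and 706 against 513. A stronger response of lateral roots, the biological explanation that the design names, also stays open and untested, as each phosphorus level has 1 lateral library.

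Elongation zone LP replicate 2 lay apart from LP replicate 1 (r = 0.817 of log2 CPM) and correlated best with the lateral LP library (0.848). Over 44 transcripts at least 4-fold higher in both lateral libraries than in the other 7 seminal root libraries, it scored 0.696 on a scale from 0 (SP elongation zone) to 1 (lateral root apex), and 0.596 over 313 transcripts at 2-fold and 0.569 over 2177 without a fold minimum, which is consistent with lateral root tissue in the sample. With each other seminal root library kept out of the choice of transcripts and of the 0 of the scale in turn, LP replicate 1 scored 0.192 at 4-fold, SP replicate 2, which has the same shorter fragments, 0.0959 and the highest, root apex LP replicate 2, 0.329, but the last reached 0.495 without a fold minimum. Root apex tissue stays open, since its score of 0.693 from root apex (0) to elongation zone (1) lies between the bounds set beforehand and LP replicate 1 scored 0.783. A loss of transcripts shared with the lateral SP library stays open too, with 239 shared zeros against 17.6 expected, of which LP replicate 1 detected 221, because zeros shared with the lateral LP library reached 22.4 times the number expected, and a difference between plants of the 2 LP replicates was not tested. Root apex LP replicate 2, with lateral scores of 0.329 at 4-fold and 0.495 without a fold minimum, is the library whose tissue label names the whole root. Root apex LP replicate 1 scored 0.0183 and 0.121. From root apex (0) to elongation zone (1), replicate 2 of the root apex scored −0.0743. Whether it holds tissue beyond the root apex was not tested.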

How the results depend on the processing

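Leaving out transcripts at 0 counts in 1 library, the plant pool, fragment length as a block, the lateral SP library in block 2, the fitted fold for 2-fold counts, the Data S2 and log2(CPM + 1) correlations and the log2(CPM + 1) medians of group means were chosen after seeing the data. Of the comparisons of summary results with an alternative, 262 stayed within their limits, 264 moved and 5 reversed. Gene sums, a length offset, product-description lists and the location of methylated sites were not run, for want of a table that pairs IDs or an annotation. Shares by base pairs equal shares by site, as each site is 1 base. Except where a cause is given, the cause was not tested.

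Size factors in place of TMM kept all counts of calls within 1.5 times (lateral root apex 428 higher and 113 lower), apart from 5 responses more positive in the elongation zone than in the root apex against 3. DESeq2 gave 396 higher and 754 lower in the root apex, 1438 and 743 in the elongation zone and 2410 and 1569 in the lateral root apex, and 2242 (lateral against root apex), 3376 (lateral against elongation zone) and 942 (elongation zone against root apex) differences. On simulated counts 47.6% to 53.9% of its calls were false. That share rests on 100 transcripts changed by 4 and 100 by 2 on the log2 scale, and is not that of its calls on the real counts. Without a filter the counts were 27 and 151 in the root apex, 287 and 160 in the elongation zone and 158 lower in the lateral root apex, with 302, 472 and 70 differences. With at least 10 counts in every library, which tests 17175 transcripts and none at 0, they were 35 and 152, 513 and 172, and 706 and 758, with 0, 781 and 129 differences by edgeR. In the first of these comparisons, but over all 33039 tested transcripts, DESeq2 called 2242 and 5357 passed an unadjusted p under 0.05 from edgeR. The filter of at least 10 counts took the share of rises in the lateral root apex from 83.0% to 48.2%. With only the 4 libraries of a region, with fewer residual degrees of freedom, edgeR called 0 higher and 0 lower in the root apex and in the elongation zone.

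The replicate numbers 1 and 2 occur under SP and LP in the root apex and the elongation zone, and the labels of both lateral libraries give number 1, while another name of the lateral SP library gives 2. With a replicate block the counts were 1 and 2 in the root apex, 88 and 27 in the elongation zone and 230 and 54 in the lateral root apex, with 52, 143 and 0 differences. With the lateral SP library in block 2 the lateral counts were 105 and 16, with 27 and 35 differences from the root apex and the elongation zone. Deviations of same-numbered libraries correlated across transcripts at −0.024 to 0.408. With the plant pool the last difference was 0. With fragment length as a block, 31 transcripts were lower in the root apex and 51 in the elongation zone, with 23, 98 and 0 differences. Leaving out the 701 transcripts at 0 counts in 1 library gave 56 higher and 24 lower in the lateral root apex, with 0 and 0 differences from the other regions.

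Leaving out each root apex or elongation zone library in turn gave 0 to 52 higher and 0 to 215 lower in the root apex, 0 to 1594 and 0 to 2598 in the elongation zone, and 11 to 1966 and 1 to 994 in the lateral root apex, with 0 to 854, 0 to 5440 and 0 to 1488 differences. The counts were lowest without an SP library, in the root apex also without a root apex LP library, and highest without an elongation zone LP library. Fewer libraries leave 3 residual degrees of freedom.

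Core PSI rises in the root apex (1) were 4 by DESeq2, 0 with 4 libraries, 0 with a replicate block and 0 to 1 without a library. In the elongation zone (8) they were 0 with 4 libraries and 0 to 10 without a library, and in the lateral root apex (8) 4 without transcripts at 0 in 1 library and 0 to 10 without a library. Single-library pairs are on log2(CPM + 1), a scale on which group means gave core list medians of 0.51 in the root apex, 2.10 in the elongation zone and 2.48 in the lateral root apex. The median of the list was 0.37 for root apex SP replicate 2 and LP replicate 1 and 0.38 to 0.69 without a library. In the elongation zone it was 2.92 with at least 10 counts, 1.36, 1.84 and 1.56 for single pairs on log2(CPM + 1) and 1.93 to 2.90 without a library. The lateral median stayed within its limits, and so did the set tests.

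For Data S1, DESeq2 called 13 transcripts in the root apex, 20 in the elongation zone and 69 in the lateral root apex. With 4 libraries 0 and 0 were called, and without a library 0 to 3, 0 to 46 and 0 to 60. The lateral count was 24 with at least 10 counts, 8 with a replicate block and 5 without transcripts at 0 in 1 library. On log2(CPM + 1) of group means the medians were −0.059 in the root apex and −0.14 in the elongation zone. Its root apex median was 0.043 for SP replicate 2 and LP replicate 1 and −0.32 to 0 without a library. The elongation zone median of −0.28 reversed to 0.014 with at least 10 counts and to 0.064 for SP replicate 2 and LP replicate 1, was −0.66 for SP replicate 1 and LP replicate 2, and was −1.68 to 0.00038 without a library. The lateral median of 2.74 reversed to −2.11 with at least 10 counts, a filter that leaves out transcripts at 0 in the lateral SP library, and was 0.82 on log2(CPM + 1).

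For the readable part of Data S2, DESeq2 called 38, 61 and 89. Without a filter 5 were called in the root apex. With at least 10 counts the calls were 8, 28 and 34, with 4 libraries 0 and 0, and with a replicate block 1 in the root apex and 7 in the lateral root apex. Without transcripts at 0 in 1 library 4 were called in the lateral root apex. Without a library the calls were 0 to 7, 0 to 108 and 0 to 60. The root apex median was 0 for SP replicates 1 and 2 with LP replicate 1 and −0.14 to 0 without a library, and the elongation zone median was −0.25 for SP and LP replicate 2 and −0.47 to 0.083 without a library.

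Changes of at least 2-fold (root apex, then elongation zone, then lateral root apex) numbered 7464, 11877 and 16618 with a pseudocount of 0.1, 1311, 2683 and 5933 with 5, 1789, 3500 and 6892 at a mean of at least 5 CPM and 9216, 12810 and 17563 on the fitted scale. Elongation zone pairs with LP replicate 2 gave 11486 and 10434, and leaving out a library gave 5605 to 10704. Thinning to equal total counts kept all 3 within 1.5 times (3521, 6518 and 11174).

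The correlation of the root apex and elongation zone was 0.271 at 5 CPM or more, 0.295 for Data S1, 0.303 for Data S2 and 0.350 for the highest single-library pair, and it reversed to −0.0047 for the lowest. That of the root apex and lateral root apex was 0.304, 0.227, 0.171 on log2(CPM + 1) and 0.263 for the highest pair, and that of the elongation zone and lateral root apex 0.157, 0.198 and 0.152. On log2(CPM + 1) of group means the root apex and elongation zone gave 0.250, and the elongation zone and lateral root apex 0.00727 against −0.0199 in the main fit.

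The CG list held 37746 sites at a stricter q-value, 58812 at 40 points and 16944 at 50, CHG 6589, 18514 and 7121, and CHH 2980 and 2973 at the q-value and 50 points, since stricter limits keep fewer sites. The hypomethylated CG share was 86.2%, 67.3%, 54.4% and 77.5% (merged), that of CHG 95.1%, 89.2% and 84.9% and that of CHH 100% at the stricter q-value.

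Of 33 calls of transcripts paired with a gene, DESeq2, size factors and no filter kept 33, at least 10 counts kept 22 of 22 and a replicate block 21, and none reversed. All 33 kept their direction when any 1 library of the root apex or elongation zone was left out. Of the 12 calls of KXG38624, EER94142, KXG28042 and EER99917, DESeq2, size factors and no filter kept 12, at least 10 counts 6 of 6, a replicate block 6 and fragment length as a block 11. Leaving out root apex SP replicate 1 or 2 kept 0 of 4 in the root apex, 3 of 14 in the elongation zone and 1 of 15 in the lateral root apex, root apex LP replicate 1 kept 0, 7 and 9 and replicate 2 0, 7 and 8, either elongation zone SP library 0, and elongation zone LP replicates 1 and 2 4, 14 and 15, and 4, 10 and 15.

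Depth limits the transcripts near the floor of 3 counts, and for methylation the depth is unknown.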

Differences from the paper's values

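The comparison of Data S1 with edgeR and DESeq2 within 0.1, its split by counts of 0 and the tallies of largest rises were chosen after the results were seen. In the main fit no value differs by more than 1.5 times, or in sign, from one the paper gives for the same measure: 42 values of Data S1, 5 values of figures and 1 of the text were compared, and the shares of Figure 6a and the variances of Figure 2b lay within 1 percentage point of the figures. Of the 14 values of Data S1 per region, 6 in the lateral root apex and 1 in the elongation zone have a group at 0 counts and can be given as bounds only, so that they test little, and for OQU82103, one of them, the lateral fold of DESeq2 (21.62 on the log2 scale) differs from the paper's while that of edgeR (9.619) does not. The direction of the CHH differences was read from the paper's own sentence, so the value of the text tests no direction. Of the 184 fold changes of Data S1 (the paper's, SP relative to LP, with the sign turned), 179 in the root apex, 177 in the elongation zone and 166 in the lateral root apex lay within 0.1 of edgeR's on the log2 scale, and 162, 165 and 92 within 0.1 of those of DESeq2, the tool that the methods name. The fitted fold of a group at 0 counts depends on how a tool treats zeros: of 82 such lateral values 70 lay within 0.1 of edgeR's and 0 of those of DESeq2, and of the other 102, 96 and 92.

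The p-values of Data S1, which are the paper's, lie under 0.05 for 37 transcripts in the root apex, 48 in the elongation zone and 100 in the lateral root apex, and the unadjusted p from edgeR for 27, 38 and 88. With adjustment over all tested transcripts, edgeR called 3, 10 and 15 and DESeq2 13, 20 and 69, and whether the paper's p-values are adjusted is not given in the sources used here.

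The paper describes a pair of WRKY genes, SORBI_3002G202800 and SORBI_3002G202700, as strongly lower under LP. All of their fitted fold changes in the root apex were negative, and none passed the test, with adjusted p = 0.473 for EER98905 (log2 fold change −3.10), 0.633 for KXG35638 and 0.515 for KXG35639. The elongation zone fall of EER98905 was called by DESeq2 (adjusted p = 0.00106). By edgeR its log2 fold change was −9.83 without elongation zone LP replicate 1. That omission leaves only LP replicate 2, at 0 counts, so the fitted value gives no measured size. Apart from that omission, no other setting that tested these transcripts called any of them in any region. DESeq2 gave no adjusted p for KXG35638 and KXG35639, and the filter of at least 10 counts in every library left the transcripts of both genes out.

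The paper places the greatest induction of PSI homologs in the lateral root apex. Over the core list 14 of 22 transcripts had their largest rise there, 12 with bounds, and over Data S1 115 of 184, or 103 with bounds, but Data S1 was chosen by its changes in these samples and the core list was taken partly from it, so these tallies are not independent evidence. The calls of the core list were 8 in each of the lateral root apex and the elongation zone, and the set test did not tell these regions apart (adjusted p = 0.795, or 0.851 with an estimated correlation), on a list with the same limit. The lateral test has less power. On simulated counts of transcripts at a mean of at least 5 CPM, edgeR recovered 23% of changes of 4 on the log2 scale there, against 74% in the elongation zone. Equal counts of calls therefore do not show equal induction. Over the readable part of Data S2, the lateral root apex held the largest rise of 253 of 559 transcripts, more than each other region and fewer than both together. No such tally is given for all tested transcripts. Fitted lateral rises of at least 2-fold numbered 161 of these 559 and 10178 of all 33039 tested transcripts, so the list did not exceed all transcripts there.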

Other observations

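The test on clusters of CHH sites and the fit with fragment length as a block were chosen after the results were seen.

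Of the listed CHH cytosines, 99.985% were hypomethylated in the authors' deposited table, and incomplete conversion in the SP libraries could give such a one-sided list. Unconverted fragments carry many CHH sites within a read, and 7.45% of the listed CHH sites lay within 100 bases of the previous one, against 37.8% of the CG sites. The CG list is denser, and when it was thinned to 13408 sites in 20 draws the CG share was 9.32% to 10.4%, so this test leaves incomplete conversion open. A prediction on coverage could not be tested, because the deposited tables give no coverage. A loss of CHH methylation under LP, the biological explanation, was not tested on other data and stays open.

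The median log2 fold change over all tested transcripts was 0.05 in the lateral root apex with TMM and 0 with DESeq2's size factors, and the lateral response minus that of the root apex had a median of 0.27 with TMM and 0.17 with size factors.

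The fragment length, estimated as the median over transcripts of length minus effective length, parted the libraries into 2 classes. The root apex libraries were in the longer, the lateral libraries in the shorter and the elongation zone in both, so that the class effect rests on the elongation zone. With this class as a block in the edgeR fit, 390 transcripts rose and 96 fell in the lateral root apex, 122 and 51 in the elongation zone and 13 and 31 in the root apex.

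The TMM factor of the lateral SP library was 0.702 and that of the lateral LP library 0.849, against 0.887 to 1.30 in the other libraries.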
